# A Comprehensive Transcriptional Profiling of Pepper Responses to Root-Knot Nematode

**DOI:** 10.3390/genes11121507

**Published:** 2020-12-15

**Authors:** Weiming Hu, Krista Kingsbury, Shova Mishra, Peter DiGennaro

**Keywords:** root-knot nematode, transcriptome, resistance, pepper

## Abstract

Genetic resistance remains a key component in integrated pest management systems. The cosmopolitan root-knot nematode (RKN; *Meloidogyne* spp.) proves a significant management challenge as virulence and pathogenicity vary among and within species. RKN greatly reduces commercial bell pepper yield, and breeding programs continuously develop cultivars to emerging nematode threats. However, there is a lack of knowledge concerning the nature and forms of nematode resistance. Defining how resistant and susceptible pepper cultivars mount defenses against RKN attacks can help inform breeding programs. Here, we characterized the transcriptional responses of the highly related resistant (Charleston Belle) and susceptible (Keystone Resistance Giant) pepper cultivars throughout early nematode infection stages. Comprehensive transcriptomic sequencing of resistant and susceptible cultivar roots with or without *Meloidogyne* *incognita* infection over three-time points; covering early penetration (1-day), through feeding site maintenance (7-days post-inoculation), produced > 300 million high quality reads. Close examination of chromosome P9, on which nematode resistance hotspots are located, showed more differentially expressed genes were upregulated in resistant cultivar at day 1 when compared to the susceptible cultivar. Our comprehensive approach to transcriptomic profiling of pepper resistance revealed novel insights into how RKN causes disease and the plant responses mounted to counter nematode attack. This work broadens the definition of resistance from a single loci concept to a more complex array of interrelated pathways. Focus on these pathways in breeding programs may provide more sustainable and enduring forms of resistance.

## 1. Introduction

Root-knot nematodes (RKN; *Meloidogyne* spp.) are capable of infecting more than 5000 plant species [1]. Among the numerous RKN species, *M. incognita*, *M. arenaria*, *M. javanica*, and *M. hapla* dominate as the agriculturally important nematode pathogens of bell pepper (*Capsicum annuum*) in the United States [2]. RKN utilize water and nutrients from the plants to complete its life cycle, resulting in decreased root and shoot growth and, ultimately, a significant reduction in pepper yield. Current RKN management practices in the field largely rely on resistant cultivars and chemical control [3]. As some dangerous chemical controls have been phased out, the challenge remains to discover effective alternative control measures, including novel forms of resistance. 

“Carolina hot” was the earliest root-knot nematode-resistant pepper line, although resistance to root-knot nematode species was unknown at the time of its release [4]. Hare (1957) defined resistance to *M. incognita* as conditioned by a single dominant gene, the *N* gene [5]. Backcrossing the *N* gene into pimiento pepper led to the subsequent release of the cultivar “Mississippi Nemaheart” which demonstrated resistance to *M. incognita* [6]. The U.S. Department of Agriculture released the first *M. incognita* resistant bell pepper, “Charleston Belle” and “Carolina Wonder”, both of which are homozygous for the *N* gene [7]. The resistance to *M. arenaria* and *M. javanica* were also conferred in “Charleston Belle” and attributed to the *N* gene, but this resistance did not extend to all critical species, including *M. hapla* [2].

Aside from the *N* gene, there are a total of nine other dominant *NBS-LRR* resistant genes to root-knot nematode in pepper cultivars, *Me1* to *Me7*, *Mech1*, and *Mech2* [8,9]. Four of the known pepper resistance genes (*Me1*, *Me3*, *Me7*, and *N*) confer resistance to a wide range of RKN and map to a 28 cM cluster on chromosome P9 [8,10]. Similar resistance gene hotspots are present in potato and tomato on chromosome P12 [11,12]. Several molecular markers associated with those resistance loci have been developed and successfully deployed in multiple breeding programs [13]. Despite extensive mapping research and molecular characterization including the mode of action, the precise location of these resistance genes remains largely unknown [14]. 

The most well-characterized resistance gene for RKN is *Mi* gene in tomato. There are two genes within the *Mi-1* loci, *Mi-1.1* and *Mi-1.2*. Only *Mi-1.2* confers resistance to root-knot nematode [15]. These genes belong to a canonical *R* gene family and share several sequences and structural motifs of the nucleotide-binding site (NBS) and leucine-rich repeat (LRR) domains [16], that are responsible for the ultimate induction of hypersensitive response (HR)-like localized cell death [17]. A few RKN effectors have been suggested as potential interacting partners [18], but the interactions of those effectors with *Mi*-mediated resistance have yet to be revealed. Importantly, *Mi-1.2* mediated resistance is not isolated to RKN but confers resistance to potato aphid [19] and whitefly [16] as well. This broader role of *Mi* in pathogen resistance and the requirement of *Rme1* upstream [20] renders elucidating nematode virulence effectors triggering *Mi-1* resistance responses difficult. This broad and indirect form of resistance disagrees with the classical “gene-for-gene” definition of resistance involving interacting pairs of Resistance and Avirulence genes [21]. This is an important point as it implies targeting a single nematode gene to develop novel resistance is limited. Indeed, reports of hypervirulent lines of nematodes able to break classical resistance abound [22,23], indicating that even successful implementation of single gene resistance is prone to quick failure under the significant genetic volatility implicit within and between RKN species [14,24,25,26,27].

Examining RKN resistance in pepper reveals a similar story to that in tomato; several loosely defined but genetically linked loci likely play broad roles in triggering resistance to the multitude of root-knot nematode species, and other pathogens’, ability to cause disease. While no single gene has yet to be characterized on the molecular level, *Me7*-mediated resistance has been suggested to include one or more *NBS-LRR* genes within an almost 400 kb region on chromosome P9 [28]. The focus of identifying resistance genes in pepper has largely been centered on the presence of canonical *NBS-LRR* structures within resistance loci and thus an inherent assumption for the requirement of the “gene-for-gene” complex governing pepper resistance. As discovered with tomato, this line of investigation can be limited in providing long term resistance in the field; other approaches to defining novel cultivar resistance are warranted. Descriptions and comprehensive analyses of transcriptional regulations upon pathogen attack have proved fertile ground for defining novel pathways and targets for sustainable resistance [29,30,31,32]. New pepper lines are continuing to be evaluated for nematode resistance, some showing significant potential [33], however, the issue remains of defining these novel forms of resistance to better understand the potential endurance and applicability of these cultivars.

Here we employed comprehensive transcriptional analyses throughout the early stages of *M. incognita* infection in susceptible and resistant interactions with bell pepper. Using closely related cultivars, over a time course of initial infection, allowed for a thorough comparison of plant responses. A focus was placed on differentially expressed genes located on chromosome P9, with the primary goal of defining the unique pepper-RKN interactions based on the plant’s ability to mount a defense. This work provides details on potential distal targets to develop resistance markers not necessarily directly involved in nematode avirulence, and keys to understanding the complexities of nematode resistance responses outside of canonical pathways.

## 2. Materials and Methods 

### 2.1. Plant and Nematode Cultures

Root-knot nematode-resistant cultivar (Res) “Charleston Belle” and susceptible cultivar (Sus) “Keystone Resistant Giant” seeds were obtained from commercial resources. Four-week-old seedlings were grown in soil and transferred into 100% sand for inoculation. *M. incognita* Race3 nematode populations were maintained on tomato plants. Eggs were extracted from tomato plant roots with 10% bleach and then centrifuged at 5000 rpm for 5 min in 40% sucrose solution to remove soil debris. Clean eggs were collected from the top layer of a 40% sucrose solution and transferred onto 2 layers of filter paper placed on a screen. The screen was placed into a dish with enough water to create a water film for hatching. In the second stage juveniles hatched from the second to fifth day were collected for inoculation.

### 2.2. Experimental Design and Sample Collection

We included resistant and susceptible cultivars with or without nematode infection in the experiment. The bell pepper cultivar “Charleston Belle” and “Keystone Resistant Giant” were the RKN resistant and susceptible cultivar respectively”. Within each cultivar, we use non-nematode infected plants as control. Each treatment was repeated as three independent biological replicates. The roots of pepper plants at day 1, 4, and 7 post-inoculation, or mock inoculation, were collected for RNA extraction for a total of 36 samples. The RNA was extracted from the roots using the plant mini-RNA extraction kit (Qiagen, Hilden, Germany) following manufacture standard procedures. The quality and quantity of the RNA were quantified using NanoDrop™ (Thermo Scientific, Wilmington, DE, USA). Illumina RNASeq libraries were prepared following standard protocols and RNA sequencing was performed using the Illumina HiSeq platform (1 × 150bp) (Illumina, San Diego, CA, USA).

### 2.3. Sequencing Processing and Gene Expression Analysis

Raw sequences were checked for quality using FastQC [34]; reads with a quality score above 30 were aligned to the pepper reference genome *Capsicum annuum* vision 1.55 [35] utilizing the program STAR (V 2.7.3a) [36]. The default mode was used except specify paired minimum overlapping read at 5. On average, 49.39% of the sequences were aligned to the reference genome for all samples. We removed one sample (CI41) which had a low mapping rate before downstream analyses (Table S1). Gene counts were summarized by HTSeq-count [37]. Differentially Expressed Genes (DEG) were calculated using the R package “DESeq2” [38]. Briefly, counts from different HiSeq runs were collapsed together using the function “collapseReplicates”, and counts less than 10 overall treatments were filtered out, and the rest of the data were normalized for DEG testing. Pairwise comparisons were made within each time point due to the variable gene counts across timepoints, the uninoculated samples were used as a control group. The function “DESeq2” estimates the size factor and dispersion parameters and then fit into a generalized linear model (negative binomial distribution). A Wald test was applied to the model with Benjamini–Hochberg (BH) adjusted *p* values; the detailed model used by DESeq2 is reported in [38]. All genes with BH adjusted *p* values < 0.05 and Log2 fold change greater than 1 were considered as DEGs in this paper. The data variation was visualized in the principal component analysis (PCA) plot, one sample from a resistant plant with nematode inoculated (CI11) were not sequenced because of low RNA quantity and quality. The number of DEG shared across time points and treatments was calculated in R, and Venn diagram plots were generated using Venny2.1 [39]. The heatmaps and PCA plots were generated on transformed count data using the function “varianceStabilizingTransformation”. Gene ontology (GO) enrichment terms were calculated to the differentially expressed genes according to the annotation “GO enrichment” tools in PlantTFDB v5.0 [40]. First, GO annotation of the DEG were collected from TAIR10 [41] and UniProtKB [42], and then significantly over-represented GO terms (*p* < 0.01) or parents of those terms were tested using topGO [43], R package version 2.42.0, and Fisher’s exact test, all genes in *Capsicum annuum* Pepper reference genome v1.55 [35] were used as the reference background. The enrichment terms of upregulated and downregulated DEG within each timepoint were separately analyzed. Transcript levels that are significantly higher or lower than those in un-inoculated resistant or susceptible cultivar samples were termed up-regulated and down-regulated, respectively. 

### 2.4. Availability of Data

The raw sequencing data and normalized abundance gene count data of all the samples in this study were deposited to NCBI with accession number GSE152857.

## 3. Results

### 3.1. Sequencing Data Quality Control

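RNA from whole roots of the resistant cultivar Charleston Belle and the susceptible cultivar Keystone Resistant Giant was sequenced 1, 4 and 7 days after inoculation with juveniles of M. incognita (300 per plant in the sample labels) or without nematodes. The deposited table holds normalized gene counts of 30242 genes in 35 libraries, with 2 or 3 biological replicates in each group, and inoculated resistant replicate 1 of day 1 is absent. The authors aligned the reads to the pepper genome, counted them per gene and divided the counts of each library by 1 DESeq2 size factor. Multiplied by the size factor of its library, every one of the 1058470 values lies within 0.01 of a whole number of reads, and the factors, 0.0223 to 10.5, equal DESeq2 median ratios computed over the 35 libraries from the 351 genes with reads in all of them. A total of 3407 genes have no reads in any library and 5676 have fewer than 10 over all libraries. The reads recovered in this way gave the depth. Among the 30 libraries that the paper kept, the 2 uninoculated resistant libraries of day 1 held 900970 and 1176104 reads and the 2 inoculated ones 973190 and 1015550. The susceptible libraries of day 1 held 384975 and 1644748 reads without nematodes and 2059890, 2688171 and 3184098 with nematodes. On day 4 the resistant libraries held 1238046, 2048437 and 4035968 reads without nematodes and 1698756 and 2862962 with nematodes, and the susceptible libraries 3057473 and 3981783 without and 2289215, 2926683 and 3039706 with nematodes. On day 7 the resistant libraries held 2169280, 3807493 and 4727955 reads without nematodes and 7436078, 10980042 and 11377539 with nematodes. The susceptible libraries of day 7 held 6315726, 6897940 and 9828870 reads without and 8155212 and 10764187 with nematodes. A single gene, CA10g00620, which the tables of the paper do not list, took 2.84% to 92.9% of the reads of a library (median 39.7%), and the second gene of a library took at most 2.90%. Differences between groups were tested on log2 of the normalized count plus 1 with limma (empirical Bayes with a trend of the spread), 1 fit per day with the 4 groups of that day, over the genes whose normalized counts sum to at least 10. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change above 1 in size, two-sided. All values are inoculated minus uninoculated unless stated, and for a gene with no reads in one group the size of a fitted log2 fold change depends on the pseudocount or the prior of the tool. The gene identifiers carry the chromosome, but no gene coordinates were at hand.

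**Figure D1:**
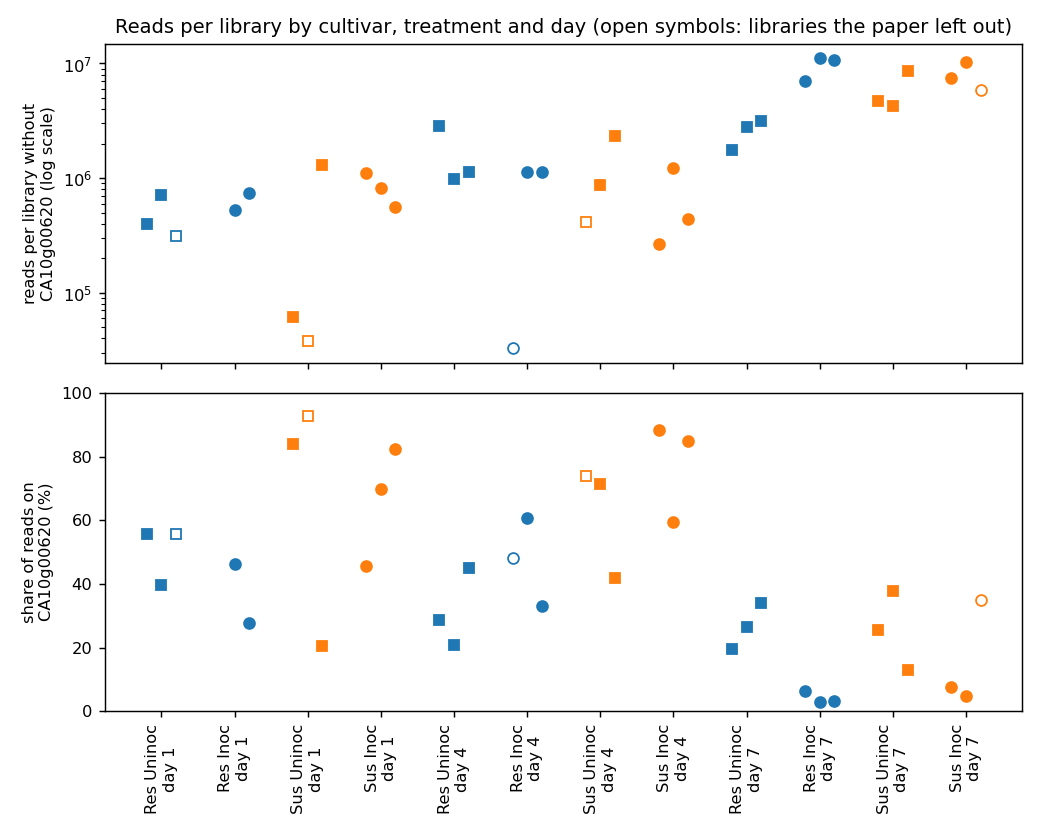
Reads per library without CA10g00620 (upper panel, log scale) and the share of reads on CA10g00620 in percent (lower panel), by cultivar, treatment and day; circles are inoculated and squares uninoculated libraries, and open symbols are the libraries that the paper left out. Without CA10g00620 the libraries hold 32918 to 11054530 reads, with a median of 1125977.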

We generated a PCA plot of all samples (Figure 1), and based on the clustering, some samples with large separation from the biological replicated samples were removed in the downstream analysis. Samples not clustering based on timepoint could reflect incomplete synchronization, but we do not believe this hypothesis can fully be supported with the current amount of data. To address this issue, samples that had high variation between replicates within the same timepoint were removed (Figure 2). Specifically, KC12 and CC13 were removed from timepoint day 1 (Figure 2A); KC41 and CI41 were removed from timepoint day 4 (Figure 2B), and KI73 was removed from timepoint day7 (Figure 2C). Additionally, we did not compare gene expression between timepoints and focused on gene expression changes within each timepoint.

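The distance of each library to the other replicates of its group was measured as the root mean square difference in log2 of the normalized count plus 1. For the 5 libraries that the paper left out for their separation in the PCA and, for inoculated resistant replicate 1 of day 4, also for a low mapping rate, this distance was 3.24 to 5.37 with a median of 3.64. It was 1.16 to 4.78 with a median of 3.00 for the 30 kept libraries. Uninoculated resistant replicate 3 of day 1 lay farthest from its group among the 11 libraries of that day (5.37), and uninoculated susceptible replicate 2 of day 1 ranked 6 of 11 (3.49). On day 4, inoculated resistant replicate 1 ranked 1 (3.70) and uninoculated susceptible replicate 1 ranked 2 (3.64) among 12 libraries. Inoculated susceptible replicate 3 ranked 1 of the 12 libraries of day 7 (3.24). With the 500 most variable genes in place of all genes, uninoculated resistant replicate 3 of day 1 ranked 5 and uninoculated susceptible replicate 2 of day 1 ranked 1.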

### 3.2. Sequencing and Gene Expression Summary

Sequenced samples included resistant and susceptible cultivar whole roots, inoculated and uninoculated, spanning three different time points; 1, 4, and 7 days post-inoculation. With three independent biological replicates for each treatment and time point, there was a total of 36 samples. 

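The sequences listed for 35 libraries in Table S1 sum to 623204207 in total and 307810085 mapped, which is 49.4% of the pooled sequences, and the mean of the 35 mapping rates is 50.8%. The reads recovered from the deposited table were 0.0482 to 6.91 times the mapped sequences listed for the same library, with a median of 0.364, and exceeded them in 9 libraries. Over all days, the total sequences listed were 22993811 to 24072169 for uninoculated and 12326772 to 16274318 for inoculated resistant libraries. A processing of these groups apart from each other stays open.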

Sequencing yielded a total of 623,204,207 high-quality sequences, of which 307,810,085 mapped to the pepper reference genome, with an average mapping rate of 49.39%. The number of mapped and total sequences per sample is summarized in Table S1. There were uneven replicates for some treatments as a few samples were removed due to poor mapping rate. 

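Among the kept libraries, the reads per library without CA10g00620 ranged from 61644 to 1305582 on day 1, from 264339 to 2874608 on day 4 and from 1742865 to 11054530 on day 7. Within day 7, the 3 uninoculated resistant libraries held at most 3121255 such reads and the 3 inoculated resistant libraries at least 6964236.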

We also noticed that the number of reads varied between sampling timepoints, which could cause skewed results; thus, all the comparisons were made within the same timepoints that had similar read counts. We first compared inoculated to uninoculated cultivars within the same time point to characterize pepper responses to nematode infection (Figure 3). 

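On day 1, limma called 0 of 16385 genes in the resistant cultivar (2 inoculated against 2 uninoculated libraries) and 0 in the susceptible cultivar (3 against 2). At an unadjusted p under 0.05 there were 140 genes higher and 242 lower with nematodes in the resistant cultivar, and 135 higher and 223 lower in the susceptible cultivar. The quasi-likelihood test of edgeR on the recovered reads also called 0 genes in both. The Wald test of DESeq2 on the recovered reads called 490 genes in the resistant and 783 in the susceptible cultivar. One of the compared groups had no reads in 490 and 773 of these genes, and all reads lay in 1 library in 438 and 714 of them. One DESeq2 fit over the 30 libraries, chosen after seeing the data, called 2379 genes in the resistant and 1858 in the susceptible cultivar. Over all 35 libraries, limma called 1 gene in the resistant and 0 in the susceptible cultivar. Among the limma fits, the resistant count moved most without uninoculated resistant replicate 1, with 2560 genes called. Without uninoculated resistant replicate 2 there were 356 and without inoculated resistant replicate 3 there were 429. Among susceptible contrasts, limma called 555 genes without uninoculated susceptible replicate 1, 359 without uninoculated susceptible replicate 3 and 1 without inoculated susceptible replicate 1. Where only 1 library of a group is left, it is assumed to vary like the other groups.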

One day after inoculation showed the highest number of differentially expressed genes (DEG) in resistant and susceptible cultivars; a total of 2057 in the resistant cultivar and 1217 in susceptible. Of these 63% were upregulated in resistant plants while 21% were upregulated in susceptible plants. In contrast, at 4-days post-inoculation, the number of DEG is reduced by almost half in resistant and susceptible cultivars. Additionally, only 112 out of 1000 DEG (11%) were upregulated in resistant cultivars between inoculated and uninoculated plants. This trend continues to day 7, where 10% of only 333 DEG were upregulated in resistant plants. 

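At day 1 the median log2 fold change of all genes tested was -0.10 in the resistant and 0 in the susceptible cultivar. With no gene called by limma or edgeR, a share of higher genes exists only for other settings. Among the genes that DESeq2 called, 160 (32.7%) were higher with nematodes in the resistant cultivar and 598 (76.4%) in the susceptible cultivar. With size factors recomputed within the day, an alternative chosen after seeing the data, the susceptible share changed sides (15.4% of 117 genes), and the resistant share was 29.2% of 65 genes. In limma it depended on single libraries. In the resistant cultivar it was 1.37% without uninoculated replicate 1, 3.93% without uninoculated replicate 2 and 99.5% without inoculated replicate 3, and in the susceptible cultivar 0.180% without uninoculated replicate 1 and 30.6% without uninoculated replicate 3.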

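For day 4 in the susceptible cultivar (3 inoculated against 2 uninoculated libraries), limma called 2 of 18476 genes, and 128 genes were higher and 887 lower at an unadjusted p under 0.05. The 2 genes were both higher with nematodes and are named here after their values were seen. CA10g00620 had a log2 fold change of 1.41 (SE 0.29, adjusted p = 0.0383 from limma) with overlapping groups, and CA02g15240 had 1.84 (SE 0.39, adjusted p = 0.0473 from limma) with all 3 inoculated libraries above both uninoculated ones. Without the trend of the spread, an alternative chosen after seeing the data, limma called 0 genes here. It called 0 genes with all 35 libraries. The edgeR test called 1 gene and DESeq2 called 145 genes, 119 higher and 26 lower, and in 128 of these one group had no reads. Leaving out uninoculated susceptible replicate 3 gave 347 genes, inoculated susceptible replicate 1 gave 4 and inoculated susceptible replicate 3 gave 3. Leaving out uninoculated susceptible replicate 2, inoculated susceptible replicate 2 or any of the 5 resistant libraries gave 0.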

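In the resistant cultivar at day 4 (2 inoculated against 3 uninoculated libraries), limma called 5 genes, 2 higher (40%) and 3 lower with nematodes, and at an unadjusted p under 0.05 there were 202 higher and 810 lower genes. The 5 genes are named after their values were seen. CA04g00910 (log2 fold change 6.57, SE 1.14, adjusted p = 0.000778 from limma) and CA02g06810 (1.38, adjusted p = 2.69e-06 from limma) were higher. CA04g22530 (-1.74, adjusted p = 1.35e-09 from limma), CA02g28830 (-1.92, adjusted p = 0.000118 from limma) and CA08g07780 (-2.22, adjusted p = 0.00577 from limma) were lower. The inoculated and uninoculated libraries did not overlap in any of the 5. For the 7 genes of day 4 with a mean log2 value above 12, the trend of the spread gives a variance of 0.00521 against an observed median of 0.304, and without that trend (chosen after seeing the data) 0 genes were called. With inoculated resistant replicate 1 and uninoculated susceptible replicate 1 put back, limma called 6 genes, 4 of them among the 5. The edgeR test called 6 genes, and DESeq2 called 216, of which 16 (7.41%) were higher, with no reads in one group in 206. Without inoculated resistant replicate 2 limma called 359 genes (77.4% higher), and without inoculated resistant replicate 3 it called 457 (96.7% higher). It called 20 without inoculated susceptible replicate 1, 23 without inoculated susceptible replicate 3, and 0 without any one of the 3 uninoculated resistant or the 2 uninoculated susceptible libraries. The median log2 fold change of all genes was -0.96.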

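Among 17311 genes tested at day 7 in the resistant cultivar (3 inoculated against 3 uninoculated libraries), limma called 605, of which 555 (91.7%) were higher and 50 lower with nematodes. A further count, at an unadjusted p under 0.05, gave 3396 higher and 433 lower genes. In 230 of the 605 one group had no reads. At 30000 reads outside CA10g00620, the 3 uninoculated resistant libraries had 6506 to 7056 genes and the 3 inoculated ones 7411 to 8078. The median log2 fold change of all genes was 0.75, and 0.67 after rescaling with TMM factors, which gave 537 calls. The edgeR test called 415 genes (88.9% higher) and DESeq2 called 1588 (87.8% higher). With inoculated susceptible replicate 3 put back, limma called 26 genes, 18 of them higher, and all 26 were among the 605. Fitted on the 6 resistant libraries alone, limma called 2. The fit on 4 groups gives them 1 shared spread, but the groups differed. Uninoculated resistant libraries lay 2.48 to 2.57 from their replicates, as a root mean square difference in log2. Inoculated resistant ones lay at 1.16 to 1.53, uninoculated susceptible ones at 1.19 to 1.29 and the kept inoculated susceptible ones at 1.32. The shared spread thus lies under that of the uninoculated resistant group. The count also depended on each of the 11 libraries in the fit. It was 1434, 1050 and 1725 without uninoculated resistant replicates 1, 2 and 3, and 193, 11 and 7 without inoculated resistant replicates 1, 2 and 3. It was 224, 344 and 180 without uninoculated susceptible replicates 1, 2 and 3, and 250 without inoculated susceptible replicate 1 or 2. The share of higher genes lay between 63.6% and 94.4% over these.

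**Figure D2:**
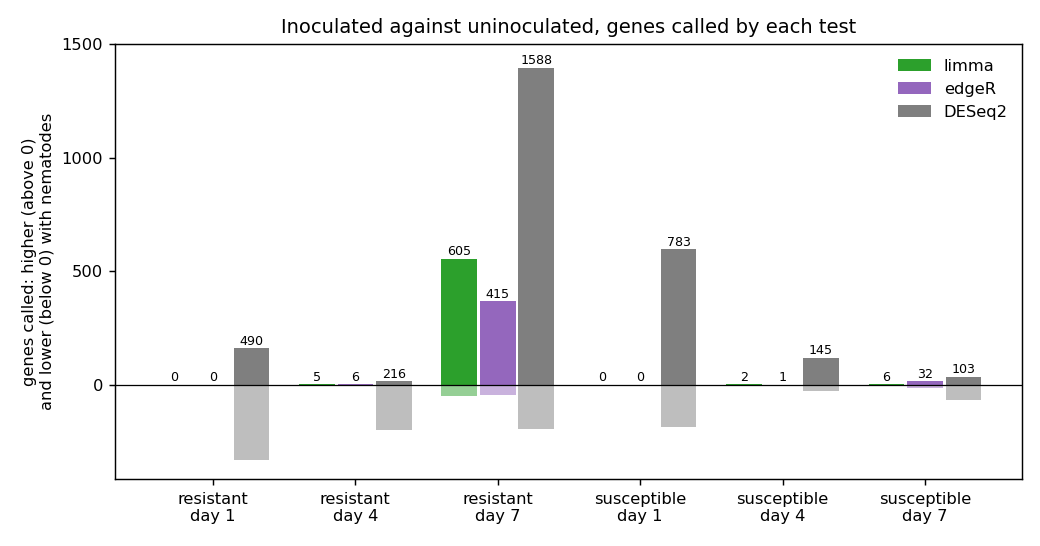
Number of genes called by limma, edgeR and DESeq2 for inoculated against uninoculated libraries in each cultivar and day; bars above 0 are genes higher and bars below 0 genes lower with nematodes, and the total stands over each pair of bars. Day 7 in the resistant cultivar has the most calls in all 3 tests, 605, 415 and 1588.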

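At day 7 in the susceptible cultivar (2 inoculated against 3 uninoculated libraries), limma called 6 genes, 2 higher and 4 lower with nematodes. A total of 381 genes were higher and 267 lower at an unadjusted p under 0.05. The count was 5 with all 35 libraries, 32 by edgeR and 103 by DESeq2. Among the limma fits it moved most with library weights (106), and DESeq2 with size factors recomputed within the day, chosen after seeing the data, called 222. It was 0 without uninoculated susceptible replicate 1 or inoculated susceptible replicate 1, 2 without uninoculated susceptible replicate 2, uninoculated susceptible replicate 3 or inoculated susceptible replicate 2, 14 without uninoculated resistant replicate 1 and 11 without uninoculated resistant replicate 3.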

A similar trend of a decreasing number of DEG over time is observed in susceptible cultivar (Figure 3).

### 3.3. General Pepper Responses to Nematode Infection

To characterize general plant transcriptional responses to initial nematode infection, we compared transcriptomes of the resistant and susceptible cultivars after inoculation with *M. incognita* to uninoculated plants of the same cultivar. These genes potentially represent resistance-independent pathways and are likely general plant stress responses due to nematode infection. Comparing nematode inoculated versus uninoculated plants of the same cultivar within the same time point, and then comparing the differentially expressed genes between the cultivars (Figure 4), we identified 55 upregulated genes shared between both cultivars upon initial nematode infection. A total of 115 genes were down-regulated upon nematode infection on day 1 in both cultivars. 

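No gene was called in the same direction in both cultivars at day 1 by limma or edgeR. At an unadjusted p under 0.05 from limma, 1 gene was higher and 1 was lower in both, and DESeq2 called 56 higher and 39 lower. With size factors recomputed within the day, chosen after seeing the data, DESeq2 called fewer, and more of them lower than higher. Table S2 lists 170 genes for day 1. In the resistant cultivar the mean normalized count of these genes differed between the inoculated and uninoculated kept libraries in the direction opposite to the table in 170 of 170. The direction was opposite in 165 in the susceptible cultivar, and in the direction of the table in 5. One of the groups had no reads in 155 of the 170 in the resistant and in 147 in the susceptible cultivar. Over all 35 libraries the direction was that of the table for 42 of the 170 in the resistant and 14 in the susceptible cultivar.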

While at day 4, there were 20 shared up-regulated genes, and 96 shared down-regulated genes (Figure 4). With less DEG identified at day 7, there were only two shared up-regulated, and one shared down-regulated genes (Figure 4). 

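For day 4, limma and edgeR called 0 genes in the same direction in both cultivars, with 4 higher and 48 lower in both at an unadjusted p under 0.05 from limma, and DESeq2 called 5 higher and 4 lower. For day 7, limma called 0, edgeR called 1 lower and DESeq2 called 3 lower, with 51 higher and 8 lower at an unadjusted p under 0.05 from limma. Without uninoculated susceptible replicate 3 of day 7, limma called 1 shared gene, lower with nematodes. The 115 genes that Table S2 lists for day 4 had the direction of the table in 115 of 115 in the resistant cultivar and the opposite direction in 115 of 115 in the susceptible cultivar. The 3 genes listed for day 7 had the opposite direction in both cultivars.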

The annotation of all the shared DEG is detailed in Table S2.

### 3.4. Unique Cultivar Responses to Nematode Infection

Differentially expressed genes and their corresponding GO terms in resistant but not susceptible cultivars upon nematode infection are of specific interest as they may play important roles in defining pepper resistance versus susceptible interactions. 

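At day 1, limma and edgeR called 0 genes in the resistant cultivar alone, with 139 higher and 240 lower in this cultivar alone at an unadjusted p under 0.05 from limma, and DESeq2 called 395 (104 higher and 291 lower). When uninoculated resistant replicate 1 or 2 or inoculated resistant replicate 3 was left out, all genes called in the resistant cultivar were called in it alone. A call in one cultivar alone is not a test of the difference between the cultivars.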

We identified 1887 significantly and uniquely expressed genes in the resistant cultivar at 1-day post-inoculation (Figure 4), with 1244 up-regulated and 643 down-regulated. Within these genes, GO term analyses identified 231 significantly enriched terms (*p* < 0.01; Table S3), of which 163 were unique to the upregulated set of genes, and 49 were unique to the set of down-regulated genes. On day 4 and 7, fewer genes were uniquely expressed within inoculated resistant cultivars compared to inoculated susceptible cultivars, at 884 and 330 for day 4 and day 7 post-inoculation, respectively. 

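No gene called by limma in the resistant cultivar at day 4 or day 7 was also called in the susceptible cultivar. The edgeR test called 6 genes in the resistant cultivar alone at day 4 and 414 at day 7, and DESeq2 called 207 and 1585. At an unadjusted p under 0.05 from limma, 195 genes were higher and 754 lower in the resistant cultivar alone at day 4, and 3190 higher and 391 lower at day 7.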

For day 4 post-inoculation, there were a total of 33 significantly enriched GO terms for both up-regulated and down-regulated genes. Of these, only three were shared between gene sets (Table S3). On day 7 post-inoculation, there were 8 and 4 significantly enriched GO terms for up-regulated and down-regulated gene sets, respectively. There were no GO terms shared between these sets. For a full list of significantly enriched GO terms, see Table S3.

### 3.5. Temporal Variations in Cultivar Responses to Nematode Infection

It is unclear if resistance is constantly turned on during incompatible interactions with RKN, or if it is restricted to an initial burst at the beginning stage of nematode infection. To characterize the temporal responses to nematode infection, we tracked all the DEG in resistant cultivars from day 1 to day 7, comparing inoculated with uninoculated samples. In total, there were 44 differentially expressed genes shared across all three time points between inoculated and uninoculated roots, however, 286 genes are shared between day 1 and day 4 (Figure 5A). Out of these, there were no up-regulated genes shared across all three time points, and only 18 up-regulated genes shared between day 1 and day 4 (Figure 5B). There were 11 genes down-regulated all each time point, and 89 genes were down-regulated at both day 1 and day 4 (Figure 5C). 

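By limma and edgeR, 0 genes were called at both day 1 and day 4 or on all 3 days in the resistant cultivar, and DESeq2 called 4 at days 1 and 4, all lower, and 1 on all 3 days. At an unadjusted p under 0.05 from limma, 1 gene was higher and 16 were lower at days 1 and 4, and 0 had the same direction on all 3 days. For the 107 genes that Table S4 lists at days 1 and 4, the mean normalized counts of the kept libraries differed in the direction opposite to the table in 107 of 107 at day 1 and in the direction of the table in 107 of 107 at day 4. The 11 genes also listed for day 7 had the opposite direction there. One group had no reads in 103 of the 107 at day 1 and in 106 at day 4. With all 35 libraries, 26 of the 107 at day 1 and 92 at day 4 had the direction of the table.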

Of all the up-regulated genes shared between day 1 and day 4, one gene, on chromosome 11, is a potential NBS-coding resistance gene (Table S4). 

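On chromosome 11, the gene that Table S4 annotates as an NBS-coding resistance gene analog is CA11g14040. At day 1 it had 12 reads in 1 of 2 uninoculated resistant libraries (normalized count 10.2 ± 14.5, SD, n = 2) and 0 reads in both inoculated ones. At day 4 it had 45 reads in 1 of 2 inoculated resistant libraries (19.4 ± 27.5, SD, n = 2) and 0 reads in the 3 uninoculated ones. The log2 fold change of CA11g14040 was -2.21 (SE 1.75, adjusted p = 0.780 from limma) at day 1 and 2.66 (SE 1.46, adjusted p = 0.757 from limma) at day 4.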

Apparent discrepancies between total DEG and combined up- and down-regulated DEG across time points are due to relative changes in DEG direction; such that while 44 genes are DEG across all time points, these genes are not consistently up- or down-regulated throughout the time course, yielding only 0 and 11 consistently up- and down-regulated genes throughout the study (Figure 5B,C).

### 3.6. Chromosome P9 and Putative RKN Resistance Loci

A notable hotspot of nematode resistance loci is clustered on chromosome P9. We focused our transcriptional analysis on this chromosome and characterized the gene expression of all the genes on chromosome P9 throughout the three time points. First, we compared inoculated resistant cultivars with inoculated susceptible cultivars from the same time points. More genes were differentially expressed at day 1, and the number of DEG reduced such that at day 7, there are only 2 DEG between resistant and susceptible cultivars on chromosome P9 (Figure 6). 

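Between inoculated resistant and inoculated susceptible libraries, limma called 0 of 959 genes of chromosome P9 at day 1, 0 of 1073 at day 4 and 0 of 982 at day 7. Unadjusted p under 0.05 was found for 7 higher and 3 lower in the resistant cultivar at day 1, 42 and 15 at day 4, and 32 and 11 at day 7. By edgeR there were 0, 0 and 1, and DESeq2 called 44 (4 higher and 40 lower), 18 (5 and 13) and 9 (8 and 1). With all 35 libraries limma called 0 on each day. Without inoculated resistant replicate 3, limma called 28 genes at day 1, and without inoculated resistant replicates 2 and 3 in turn it called 20 and 37 at day 4. It called 1 at day 4 without inoculated susceptible replicate 1, and 1 at day 7 without any one of the 3 uninoculated resistant libraries.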

Next, we examined DEG between inoculated and uninoculated samples within the same cultivars and time points. In the resistance cultivar, more genes were up-regulated than down-regulated on day 1 (Figure 7A). In contrast, in susceptible cultivar, there were more down-regulated genes at day 1 (Figure 7B) when comparing inoculated to uninoculated samples. 

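On chromosome P9 in the resistant cultivar, limma called 0 genes at day 1, with 5 higher and 15 lower at an unadjusted p under 0.05. It called 0 at day 4 (14 higher and 41 lower unadjusted) and 39 at day 7, 37 of them higher with nematodes. Corresponding calls were 0, 0 and 26 by edgeR and 26 (4 higher), 12 (1 higher) and 83 (75 higher) by DESeq2. The count of day 7 was 2 with all 35 libraries. At day 1, 167 genes, all lower, were called without uninoculated replicate 1, 23, all lower, without uninoculated replicate 2, and 28, with 27 higher, without inoculated replicate 3. At day 4, 20 were called without inoculated replicate 2, 34 without inoculated replicate 3 and 2 without inoculated susceptible replicate 1 or 3. At day 7 the count was 92, 72 and 102 without uninoculated replicates 1, 2 and 3, 16 without inoculated replicate 1 and 0 without inoculated replicate 2 or 3. It was 19, 23 and 17 without uninoculated susceptible replicates 1, 2 and 3, and 20 without inoculated susceptible replicate 1 or 2.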

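In the susceptible cultivar, limma called 0 genes of chromosome P9 on each of the 3 days. Counts at an unadjusted p under 0.05 were 10 higher and 14 lower at day 1, 6 and 44 at day 4, and 23 and 18 at day 7. With edgeR 0, 0 and 1 were called, and DESeq2 called 50 (40 higher and 10 lower), 10 (7 and 3) and 6 (1 and 5). With size factors recomputed within the day, chosen after seeing the data, the direction of the DESeq2 calls at day 1 reversed, with 2 higher and 8 lower. At day 1 limma called 31 genes, all lower, without uninoculated susceptible replicate 1 and 18, with 4 higher, without uninoculated susceptible replicate 3. At day 4 it called 19, of which 1 was higher, without uninoculated susceptible replicate 3, and at day 7 it called 1 without any one of the 3 uninoculated resistant libraries.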

Genes with opposite differential expression patterns upon nematode infection in the different cultivars may be important for resistance pathways. 

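On chromosome P9, limma called 0 genes in opposite directions in the cultivars on each day, and at an unadjusted p under 0.05 there were 0 at day 1, 0 at day 4, and at day 7 13 higher in the resistant and lower in the susceptible cultivar and 1 the other way. Corresponding edgeR calls were 0, 0 and 1, and DESeq2 called 13, 1 and 4. Without any one of the 3 uninoculated resistant libraries of day 7, limma called 1 at day 7. The genes of Table 1 were followed by the sign of the mean normalized count of inoculated minus uninoculated kept libraries. In the resistant cultivar all 15 entries of day 1 and the entry of day 7 had the sign opposite to the table, and all 6 entries of day 4 had the sign of the table. All 15, 6 and 1 entries of the susceptible cultivar had the opposite sign. One group had no reads in all of these entries but 1. With single libraries left out, 5 to 7 entries of Table 1 had the sign of the table in the log2 fold change of limma. With a gene in more than 1 of Tables 1, S2, S4 and S5 counted once per cultivar and day, there were 828 entries, of which 229 had the sign of the table and 599 the opposite sign.

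**Figure D3:**
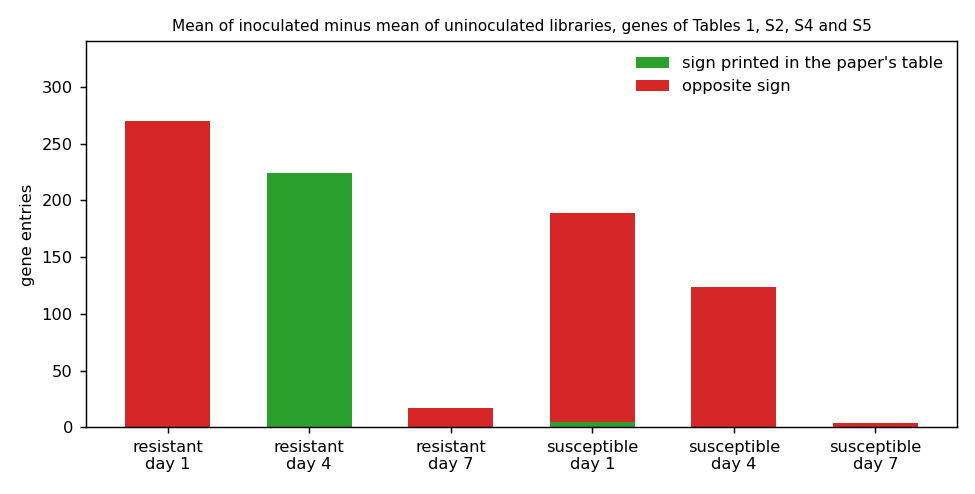
Number of genes in Tables 1, S2, S4 and S5, each counted once per cultivar and day, whose mean normalized count of inoculated minus uninoculated kept libraries has the sign printed in the table (green) or the opposite sign (red). The sign of the table holds for 224 of 224 genes of resistant day 4 and for 5 of the 604 of the other comparisons.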

Assessing the DEG identified in this comparison, there were 15 genes at day 1, 6 genes at day 4, and one gene at day 7 that are differentially expressed in different directions between resistant and susceptible cultivars on chromosome P9 (Table 1). Among those genes, one gene is a putative *NBS-LRR* resistance gene, while others belong to transcription factors or kinases, or have yet to be characterized (Table 1).

A focus of many RKN resistance breeding programs is the identification of canonical *NBS-LRR* resistance genes. We mined the pepper transcriptomes of resistant and susceptible cultivars for genes that were up-regulated during infection with RKN at 1-, 4- and 7-days post-inoculation for *NBS-LRR* candidates. Based on the annotation of the pepper reference genome, the highest number of *NBS-LRR* genes were detected at day 1 (Table 2), and nearly no *NBS-LRR* genes were observed at day 7, except six *NBS-LRR* genes in resistance cultivar with nematode infection. Expectedly, the number of *NBS-LRR* DEG was less in susceptible cultivar (2) than resistance cultivar (26) at day 1 (Table 2).

## 4. Discussion

Plant pathogens elicit quantitative defense responses that can be summarized by changes in global transcriptional responses upon infection. These responses are likely to be different depending on the genetic make-up, or resistance, of the host [44]. Plant-parasitic nematodes cause a wide range of quantitative responses in plants, with some interactions resulting in the qualitative hypersensitive response which involves programmed cell death at the site of infection, as is the case with many of the natural resistance genes in tomato [14]. Largely, the molecular mechanisms of nematode resistance in pepper are poorly understood, although multiple resistance genes that may act in a qualitative response have been discovered through breeding, the exact location and mode of action of these genes are yet unknown [45]. Here we comprehensively characterized gene expression between resistant and susceptible cultivars throughout initial nematode infection to characterize quantitative resistance responses. The resistant cultivar “Charleston Belle” was derived from multiple successive backcrosses to the susceptible cultivar “Keystone Resistant Giant” after an initial cross with the progenitor resistant cultivar “Mississippi Nemaheart” [6,7]. Contrasting the transcriptomes of these two highly isogenic pepper cultivars upon initial nematode infection through early feeding site initiation allowed a detailed examination of global and canonical resistance pathways to RKN infection. In the highly studied RKN-tomato system, *Mi*-mediated resistance is induced with the first 24 h after nematode infection [16]. However, due to the ability of RKN to reproduce on resistant cultivars, albeit at significantly reduced levels [46], we sought to include transcriptional comparisons through nematode feeding site initiation at 7 days post-inoculation. Additionally, these comparisons may inform how plant responses are overcome when resistance is broken in the field [47,48,49]. 

Different resistance genes can likely function in different ways, and a majority of the known nematode resistance genes, especially the canonical *NBS-LRR R* genes, function at the early stage of the infection [14]. Genes that are upregulated upon nematode infection are often the central focus [31] when comparing gene expression data, as resistance pathways are expected to be induced. However, there can be considerable value in those genes that are down-regulated upon nematode infection, especially in a susceptible cultivar which may explain RKN success, as noted in other studies [50]. We identified 846 uniquely downregulated genes in the susceptible cultivar one day after inoculation with RKN. 

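In the susceptible cultivar alone, limma and edgeR called 0 genes at day 1. With an unadjusted p under 0.05 from limma, 133 genes were higher and 222 lower in this cultivar alone. DESeq2 called 688, of which 542 were higher and 146 lower with nematodes, and with size factors recomputed within the day, chosen after seeing the data, it called 91, of which 16 were higher and 75 lower. Of the genes that limma called without uninoculated susceptible replicate 1, 554 were lower and 1 was higher, and without uninoculated susceptible replicate 3, 249 were lower and 110 were higher, all of them in the susceptible cultivar alone. Without inoculated susceptible replicate 1 there was 1, higher with nematodes.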

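CA09g16930, on chromosome P9, had 61 reads in 1 of 3 inoculated susceptible libraries at day 1 (normalized count 38.3 ± 66.3, SD, n = 3) and 0 reads in both uninoculated ones. Its log2 fold change in the susceptible cultivar was 2.29 (SE 1.93, adjusted p = 1 from limma). DESeq2 called it as higher, with a log2 fold change of 21.11 (adjusted p = 4.34e-05), and over the alternatives the adjusted p of this gene ranged from 4.34e-05 to 1. In the resistant cultivar at day 1 it had 0 reads in all 4 kept libraries and 2 reads in uninoculated replicate 3, which the paper left out.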

Of note, we identified one *NBS-LRR* gene (CA09g16930) downregulated but not differentially expressed in resistant cultivar, indicating that the pathway this gene involved in might be important for nematode infection. Another interesting gene is one Leucine-rich repeat receptor protein kinase (CA04g14230), which was upregulated in resistant cultivar but downregulated in susceptible cultivar. 

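At day 1 in the resistant cultivar, CA04g14230, on chromosome P4, had 2 reads in 1 of 2 uninoculated libraries (normalized count 1.70 ± 2.41, SD, n = 2) and 0 reads in both inoculated ones, a log2 fold change of -1.07 (SE 3.34, adjusted p = 1 from limma). In the susceptible cultivar it had 19 reads in 1 of 2 uninoculated libraries (225 ± 318, SD, n = 2) and 60 reads in 2 of 3 inoculated ones (19.1 ± 31.5, SD, n = 3), a log2 fold change of -1.96 (SE 3.05, adjusted p = 1 from limma). The susceptible value was 2.45 without uninoculated susceptible replicate 1 and -6.37 without uninoculated susceptible replicate 3. With all 35 libraries the log2 fold change was -3.27 in the resistant and -0.49 in the susceptible cultivar. Neither edgeR nor DESeq2 called it.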

Similar Leucine-rich repeat serine/threonine kinase has been demonstrated to be putative receptor of an unidentified nematode-associated molecular pattern [51]. The involvement of this protein kinase in nematode resistance is not verified and worth further study. 

It is also interesting the number of differentially expressed genes is highest at the early stage of infection and then decreases as the infection progresses. 

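Read depth and group size differ between the days. Thinned to 615906 reads per library without CA10g00620, the median of the 4 kept resistant libraries of day 1, the resistant libraries of day 7 gave 469 to 525 calls by limma in 5 draws (median 508). The susceptible libraries in that fit were not thinned. With 2 of 3 libraries kept in both resistant groups of day 7, 196 to 1395 genes were called over 9 choices (median 427). The tests were also run on simulated reads, in which 200 genes were changed by a log2 of 3. These had the depth of the libraries of a day and 1 spread per gene, estimated over its 4 groups. A group of larger spread than the others was not simulated. Limma called 0% of them on the design of resistant day 1, 0.5% on that of resistant day 4 and 50.5% on that of resistant day 7, and 0%, 0% and 38% on those of the susceptible cultivar. The corresponding shares for DESeq2 were 3%, 4.5% and 69%, and 2%, 2.5% and 56%, and beside them it called 195, 61 and 82 unchanged genes in the resistant and 177, 43 and 92 in the susceptible design. The simulated spread of day 1 had a median dispersion of 8.31, against 5.43 for day 4 and 1.36 for day 7.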

There are a limited number of studies that characterize the gene expression upon nematode expression with compatible and incompatible interactions. We identified a total of 2057 differentially expressed genes in the resistant cultivar “Charleston Belle” one day after inoculation with RKN. Four days after inoculation, the number of DEG dropped to only 1000. Over 65% of the DEG on day 1 were upregulated, and this number dropped to only 11% on day 4. This result is in stark contrast to the response we observed in the susceptible cultivar where only 21% of the 1,217 DEG were upregulated at day one, and 52% of the 721 DEG were upregulated at day 4. This trend of early up-regulation of pepper genes in the resistant cultivar and down-regulation in the susceptible cultivar is accentuated when we focus on the chromosome P9, containing the known RKN resistance loci. 

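The interaction between cultivar and inoculation was tested with limma for each day over the 4 groups, which tests a difference in response that calls in one cultivar alone do not. It called 1 gene at day 1, CA10g00620, with the smaller log2 fold change in the resistant cultivar, and 3 at day 4, CA02g06810 with the larger and CA04g22530 and CA05g08060 with the smaller one, all named after their values were seen. It called 119 at day 7, 99 of them with the larger log2 fold change in the resistant cultivar. Without the trend of the spread, chosen after seeing the data, the calls of days 1 and 4 became 0. For genes with mean log2 values above 12, the trend gave a variance of 0.0830 against an observed median of 0.364 at day 1. At day 4 this was 0.00521 against 0.304. At an unadjusted p under 0.05 from limma, 65 genes had the larger log2 fold change in the resistant and 122 in the susceptible cultivar at day 1, 299 and 289 at day 4, and 1690 and 426 at day 7. The edgeR test called 0, 4 and 186 interactions and DESeq2 called 843, 266 and 831. With all 35 libraries limma called 0 at day 1, 4 at day 4 and 94 at day 7. At day 1 limma called 2509 without uninoculated resistant replicate 1, 300 without inoculated resistant replicate 3 and 448 without uninoculated susceptible replicate 1. It called 0 there without uninoculated resistant replicate 2, inoculated resistant replicate 2, uninoculated susceptible replicate 3 or inoculated susceptible replicate 3. At day 4 it called 263 and 455 without inoculated resistant replicates 2 and 3, 252 without uninoculated susceptible replicate 3, 6 and 5 without inoculated susceptible replicates 1 and 3, and 0 without any uninoculated resistant library or uninoculated susceptible replicate 2. At day 7 it called 359, 276 and 478 without uninoculated resistant replicates 1, 2 and 3, and 51, 16 and 24 without inoculated resistant replicates 1, 2 and 3. It called 13 and 34 there without uninoculated susceptible replicates 2 and 3, and 16 and 22 without inoculated susceptible replicates 1 and 2. From the separate counts of each cultivar, the paper describes most early changes as up-regulation in the resistant and down-regulation in the susceptible cultivar. The paper proposes that genes with opposite directions in the cultivars may matter for resistance.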

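With 0 genes called at day 1, limma and edgeR gave no share of up-regulated genes on chromosome P9 to compare. By DESeq2, 4 of 26 genes called on P9 in the resistant cultivar at day 1 were higher (15.4%), against 33.6% of those on the other chromosomes, where 156 were higher and 308 lower (two-sided Fisher's exact test, p = 0.0556). The susceptible cultivar had 40 of 50 on P9 higher (80%). On the other chromosomes 76.1% were higher, with 558 higher and 175 lower (two-sided Fisher's exact test, p = 0.609). With the direction exchanged, 10 are higher and 40 lower on P9, against 175 higher and 558 lower elsewhere. With size factors recomputed within the day, chosen after seeing the data, DESeq2 gave 1 higher and 4 lower on P9 against 18 and 42 in the resistant cultivar (two-sided Fisher's exact test, p = 1), and 2 and 8 against 16 and 91 in the susceptible cultivar (two-sided Fisher's exact test, p = 0.651). Genes are not independent replicates in these tests. The signs of nearly all table entries of day 1 run opposite to the deposited values. With the direction exchanged, the resistant DESeq2 calls under the deposited size factors would be 22 higher and 4 lower on P9, against 308 and 156. The susceptible ones would be 10 and 40 on P9, against 175 and 558. Without uninoculated resistant replicate 1, limma gave 0 higher and 167 lower on P9, against 35 higher and 2358 lower on the other chromosomes (two-sided Fisher's exact test, p = 0.166). Without uninoculated resistant replicate 2 these were 0 and 23 on P9 against 14 and 319 (two-sided Fisher's exact test, p = 0.612), and without inoculated resistant replicate 3 they were 27 and 1 on P9 against 400 and 1 (two-sided Fisher's exact test, p = 0.126). In the susceptible cultivar they were 0 and 31 on P9 against 1 and 523 without uninoculated replicate 1 (two-sided Fisher's exact test, p = 1), and 4 and 14 on P9 against 106 and 235 without uninoculated replicate 3 (two-sided Fisher's exact test, p = 0.601).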

Different pepper cultivars carry different arrays of the known nematode resistance genes and demonstrate very different responses to nematode infection. A cultivar carrying *Me3* has a lower juvenile penetration rate and necrosis of plant cells shortly after nematode inoculation, while a cultivar carrying *Me1* displayed an opposite response [52]. The plant defense response to RKN has been characterized as both pattern-triggered immunity and effector-triggered immunity. Pattern-recognition receptors were widely discovered to regulate nematode penetration, such as BAK1 which is a coreceptor involved in microbial perception [53], and canonical pattern-triggered immunity is also believed to be involved in nematode penetration [54]. Receptor-like kinase which has a similar pathway of microbial pattern-triggered receptors can also regulate nematode penetration [55]. These studies imply the requirement of additional genetic components outside of the known nematode resistance genes and loci. Our study examined this possibility by comparing resistant and susceptible gene expression patterns. We provide information on different sets of genes that are directly or indirectly involved in nematode infection, which is valuable for revealing the interaction mechanism of nematode infection and novel resistance discovery. 

Nematode resistance genes show similar clustered genomic structures as microbial pathogen resistance genes, such that resistance genes tend to be clustered together on one chromosome and form resistance gene hotspots [51]. In pepper, the hotspots are thought to be chromosome P9 [28]. The majority of known nematode resistance loci are localized on chromosome P9 between 248 Mb and 252 Mb [28]. There were 27 DEG within this region and most of them were upregulated when comparing inoculated and uninoculated in resistant cultivar (Table S5). However, fewer DEG (mostly downregulated) were found in the susceptible cultivar within the same genomic region (Table S5). 

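Table S5 lists 27 entries for 20 genes of this region in the resistant cultivar, 9 with a positive and 18 with a negative value. In the kept libraries the mean normalized count was higher with nematodes in 9 of the 27 and lower in 18. The sign was opposite to that in the table for the 14 entries of day 1 and the 4 of day 7, and that of the table for the 9 of day 4. Of the 27 entries, limma called 2, edgeR 1 and DESeq2 5. With all 35 libraries 2 of the 14 entries of day 1 and 7 of the 9 of day 4 had the sign of the table.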

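In the susceptible cultivar, Table S5 lists 16 entries for 14 genes, 3 with a positive and 13 with a negative value. The mean normalized count was higher with nematodes in 13 of these entries and lower in 3, with the sign opposite to that in the table in all 16. Of these entries limma and edgeR called 0 and DESeq2 called 3, and one group had no reads in 8 of the 9 entries of day 1, in 6 of 6 of day 4 and in 1 of 1 of day 7.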

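In the resistant cultivar at day 1, CA09g17050 had 0 reads in the 2 inoculated and the 2 uninoculated kept libraries, and 7 reads in uninoculated replicate 3, which the paper left out. At day 4 it had 0 reads in all 5 resistant kept libraries and was under the minimum for a test. At day 7 it had 147 reads in 2 of 3 inoculated resistant libraries (normalized count 5.04 ± 4.73, SD, n = 3) and 0 reads in the 3 uninoculated ones, a log2 fold change of 2.04 (SE 1.07, adjusted p = 0.275 from limma). At day 1 in the susceptible cultivar the gene had 59 reads in 1 of 2 uninoculated libraries (22.4 ± 31.7, SD, n = 2) and 0 reads in the 3 inoculated ones, a log2 fold change of -2.76 (SE 1.74, adjusted p = 1 from limma). It was called there without uninoculated susceptible replicate 1 (log2 fold change -5.52, adjusted p = 0.00364 from limma), and over the alternatives the adjusted p ranged from 0.00364 to 1.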

The gene, CA09g17050 is a known *NBS-LRR* resistance gene and is upregulated in resistance cultivar, although three other *NBS-LRR* resistance genes were downregulated, indicating that not all *NBS-LRR* genes are necessarily involved in resistance responses. Another *NBS-LRR* gene, CA09g17010, was downregulated in the susceptible cultivar but upregulated in the resistant cultivar, indicating it may be a candidate resistance gene, though further validation on this gene’s activity is needed (Table S5). 

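At day 1, CA09g17010 had 45 reads over both uninoculated resistant libraries (normalized counts of 5.78 and 73.2) and 0 reads in both inoculated ones, a log2 fold change of -4.49 (SE 3.50, adjusted p = 0.780 from limma). It had 53 reads in 2 of 3 inoculated libraries of the susceptible cultivar (32.3 ± 53.5, SD, n = 3) and 1 read in 1 of 2 uninoculated ones (11.8 ± 16.7, SD, n = 2), a log2 fold change of 0.52 (SE 3.19, adjusted p = 1 from limma). The susceptible value was -1.79 without uninoculated susceptible replicate 3 and 2.84 without uninoculated susceptible replicate 1. With all 35 libraries the log2 fold change was -5.77 in the resistant and 1.29 in the susceptible cultivar. At day 7 in the resistant cultivar all 3 inoculated libraries had reads (10.6 ± 4.67, SD, n = 3) and the 3 uninoculated ones had 0. Limma gave a log2 fold change of 3.46 (SE 0.94, adjusted p = 0.0566), which is not past the threshold, and over the alternatives the adjusted p ranged from 0.000357 to 0.453. The susceptible cultivar at day 7 went the same way, with 20.2 ± 2.28 (SD, n = 2) with and 4.41 ± 3.57 (SD, n = 3) without nematodes, a log2 fold change of 2.20 (SE 1.05, adjusted p = 1 from limma).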

Unannotated genes that have opposite expression directions between resistant and susceptible cultivars may provide a novel resource for candidate resistance pathways. Other pathways not discovered, such as arginine methyltransferase, Myo-inositol oxygenase, glucuronoxylan methyltransferase might be involved in nematode penetration. 

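At day 7, CA09g17960, on chromosome P9, had reads in 3 of 3 inoculated resistant libraries (276 reads, normalized count 9.97 ± 2.86, SD, n = 3) and in 0 of 3 uninoculated ones. Limma called it as higher with nematodes, with a log2 fold change of 3.42 (SE 0.84, adjusted p = 0.0418). The 3 uninoculated susceptible libraries had 158 reads (8.41 ± 2.47, SD, n = 3) and the 2 inoculated ones 0, a log2 fold change of -3.20 (SE 0.94, adjusted p = 0.570 from limma). The interaction was called with a log2 difference of 6.62 (SE 1.26, adjusted p = 0.0303 from limma). DESeq2 called the change in both cultivars, with an adjusted p of 0.00437 in the resistant and 0.0219 in the susceptible cultivar. With inoculated susceptible replicate 3 put back, the resistant change was not called (adjusted p = 0.146 from limma), nor was it by edgeR (adjusted p = 0.153). It was not called without inoculated resistant replicate 1, 2 or 3 (adjusted p = 0.0582, 0.155 and 0.165 from limma), nor without any one of the 5 susceptible libraries (adjusted p = 0.0548 to 0.0677 from limma). Over all alternatives its adjusted p ranged from 0.00152 to 0.569 in the resistant and from 0.00190 to 1 in the susceptible cultivar.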

The gene CA09g17960 is of great interest, as it was downregulated across all three timepoints in resistant cultivar but was upregulated 33-fold at day 7 in the susceptible cultivar. Modification of glucuronoxylan has not been reported to be directly involved in RKN. However, mutations of an enzyme involved in producing UDP-glucose resulted in small syncytia and less cyst nematode production [56]. Cyst nematode and root-knot nematode are both secondary endoparasitic nematodes, which both manipulate the plant cell abnormal growth, but use different strategies. Cyst nematode degrades the cell wall, while root-knot nematode makes cell walls thicker. 

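At day 1, CA09g17960 had 83 reads in 1 of 2 inoculated resistant libraries (normalized count 90.8 ± 128, SD, n = 2) and 0 reads in both uninoculated ones, a log2 fold change of 3.76 (SE 3.00, adjusted p = 0.780 from limma). At day 4 it had 69 reads in 2 of 3 uninoculated resistant libraries (22.6 ± 38.1, SD, n = 3) and 0 reads in both inoculated ones, a log2 fold change of -2.42 (SE 2.13, adjusted p = 0.757 from limma). Its log2 fold change in the susceptible cultivar was -3.07 (SE 2.74, adjusted p = 1 from limma) at day 1, with 91 reads in 1 of 2 uninoculated libraries and 0 in the 3 inoculated ones. At day 4 it was -4.36 (SE 2.13, adjusted p = 0.857 from limma), with 60 reads over both uninoculated and 0 in the 3 inoculated libraries. Neither edgeR nor DESeq2 called the gene at day 1 or day 4 in either cultivar.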

Glucuronoxylan methylation genes were expressed in secondary wall-forming cells in *Arabidopsis* [57], and in resistant cultivar, this gene was downregulated ~30 times at day 1 and day 4, while not affected in susceptible cultivar until day 7. The transcriptome expression data suggested that the glucuronoxylan methylation pathway may influence a successful nematode feeding site formation.

## 5. Conclusions

Some genes are similarly up- or down-regulated in resistant and susceptible cultivars that may reveal general pathogen or nematode responses and are likely independent of specific resistance pathways. Additionally, genes that are upregulated in resistant cultivar but correspondingly downregulated in the susceptible cultivar may play important roles in regulating, or are associated with, nematode specific resistance pathways. Employing a broad approach to characterizing nematode responses in pepper allowed us to evaluate the hypothesis that susceptibility, like resistance, can also be useful to inform breeding programs. As nematode resistance can be but one of a multitude of agronomic traits used to evaluate the potential of novel pepper cultivars [58], incorporation of this data with other cultivar evaluation efforts may shed light on shared pathways and loci responsible and sufficient for an array of biotic stress responses. As nematode resistance loci are not always restricted to a single pathogen pressure response [59], we must place resistance responses in broader contexts.

## Figures and Tables

**Figure 1:**
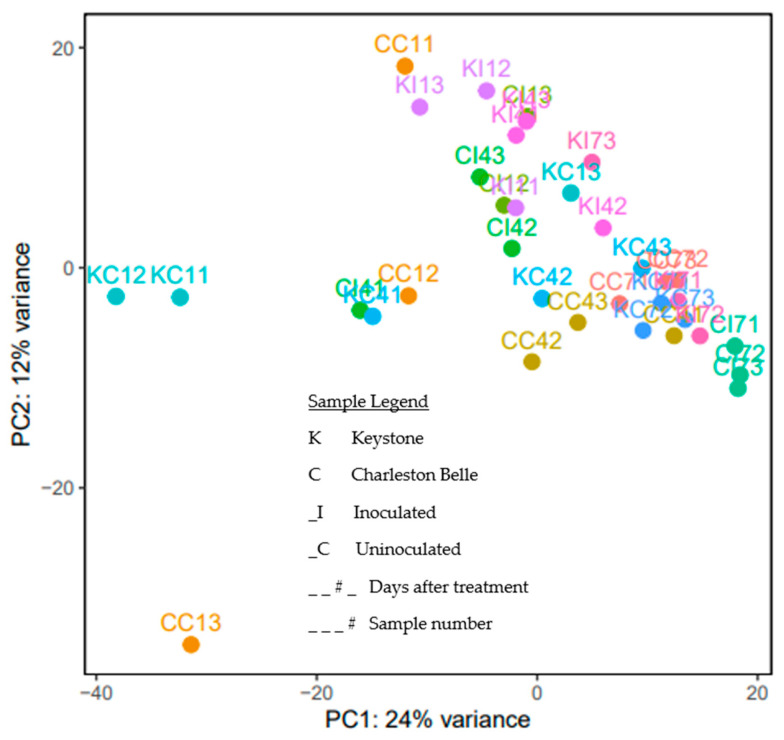
Principle component analysis of all samples by treatment shows general clustering of samples with a few outliers, Colors denote different cultivar and nematode treatments within the same timepoint.

**Figure 2:**
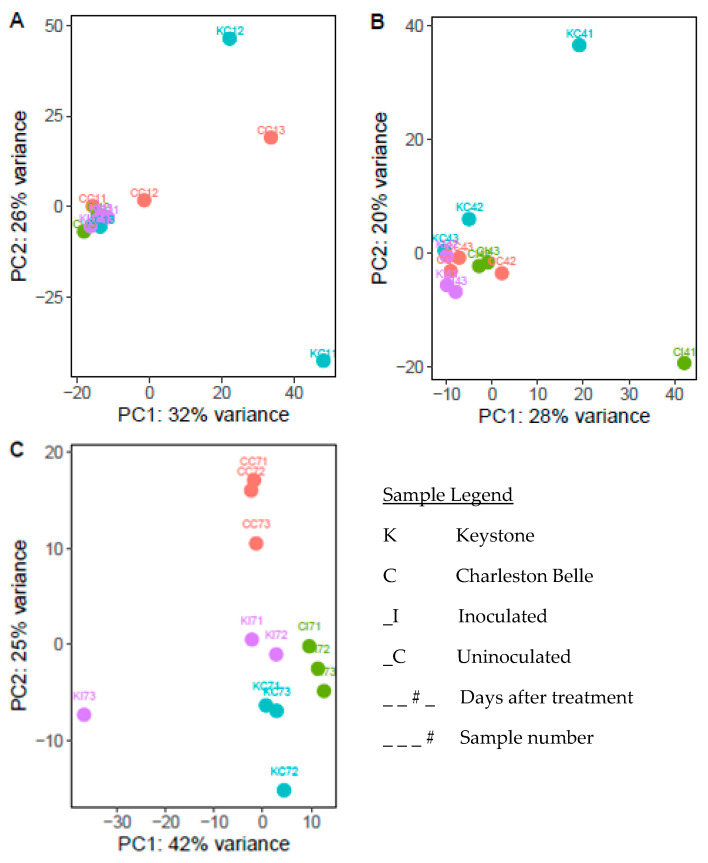
Principle component analysis of all samples within each timepoint. (**A**): day 1; (**B**): day 4; (**C**): day 7. Within each timepoint, samples with high variation were removed from downstream analyses. Colors denote different cultivar and nematode treatments within the same timepoint.

**Figure 3:**
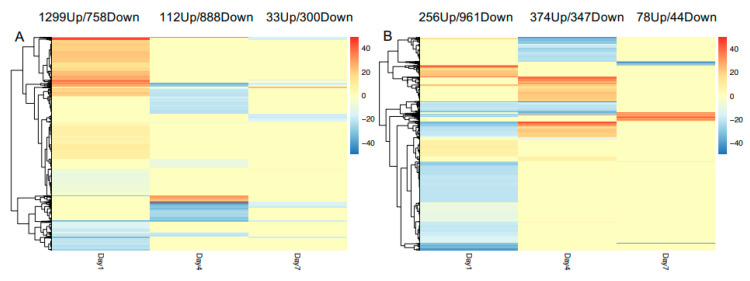
Heatmap of DEG between inoculated and uninoculated samples for each cultivar at 1, 4, and 7 days post-inoculation. (**A**): resistant cultivar; (**B**): susceptible cultivar. Up(red) and Down(blue) regulated genes are those with significantly higher and lower expression in inoculated samples, respectively. The number of the legend indicates log2 fold change.

**Figure 4:**
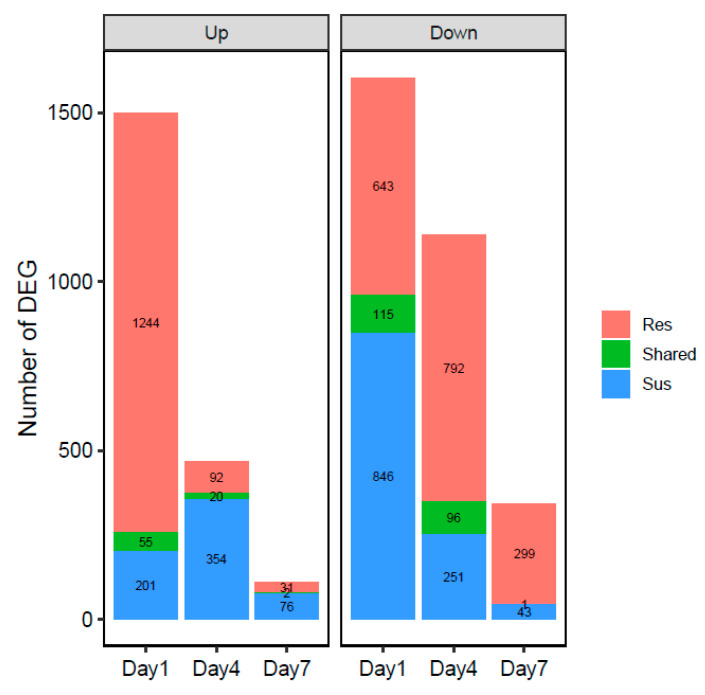
Comparison of DEG between resistant (Res) and susceptible (Sus) cultivars at 1, 4, and 7 days post-inoculation. The number in the bar graph indicated the number of DEG in each cultivar or shared (green).

**Figure 5:**
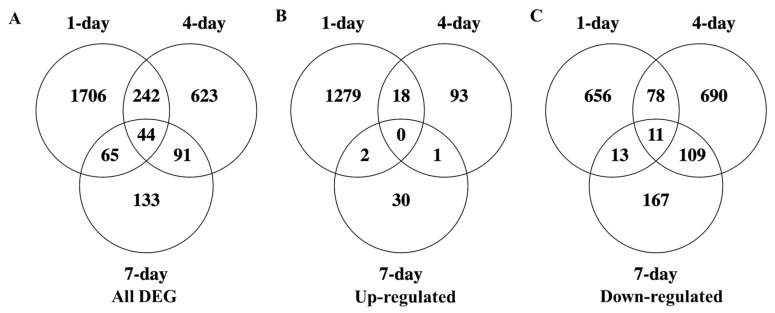
Comparison of DEG through early nematode infection in the resistant pepper cultivar. (**A**) Total number of DEG between infected and uninfected resistant cultivar at each time point. (**B**) Upregulated DEG identified between infected and uninfected resistant cultivar, (**C**) downregulated DEG identified between infected and uninfected resistant cultivar samples.

**Figure 6:**
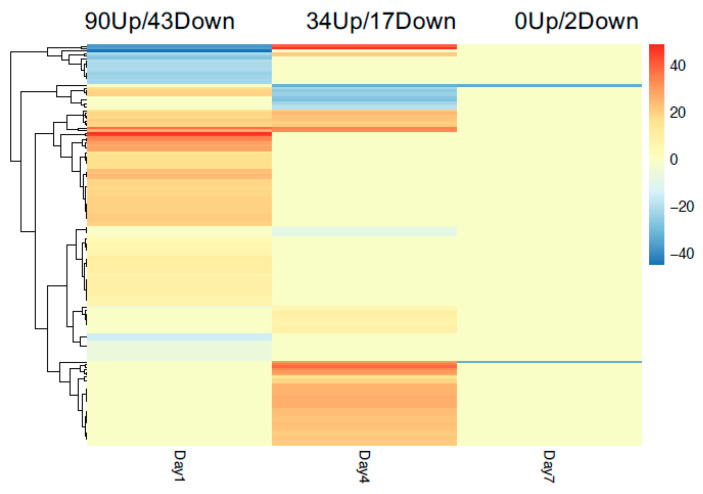
Heatmap of DEG on chromosome P9 between resistant and susceptible cultivars at 1, 4, and 7 days post-inoculation. Up(red) and Down(blue) regulated genes are those with significantly higher and lower expression in inoculated samples, respectively. The number of the legend indicates log2 fold change.

**Figure 7:**
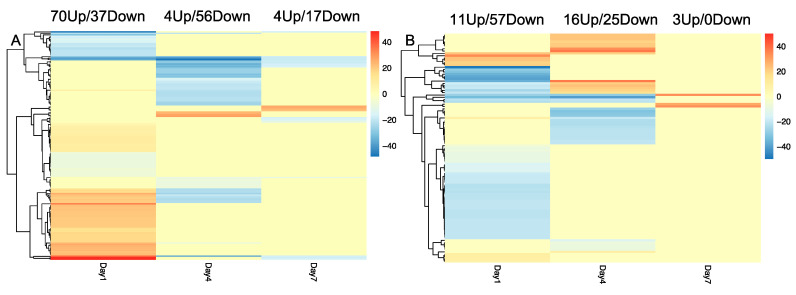
Heatmap of DEG on chromosome P9 between inoculated and uninoculated samples for each cultivar at 1, 4, and 7 days post-inoculation. (**A**): resistant cultivar; (**B**): susceptible cultivar. Up(red) and Down(blue) regulated genes are those with significantly higher and lower expression in inoculated samples, respectively. The number of the legend indicates log2 fold change.

**Table 1:** Select directionally DEG located within chromosome P9.

GeneID	Resistant ^1^	Susceptible ^1^	Time Point	Function
CA09g00350	19.97	−20	day 1	Rac GTPase activating protein 1
CA09g07060	−13.44	23.41	day 1	Unknown protein
CA09g08070	17	−22.02	day 1	subtilisin-like protease-like
CA09g08670	37.37	−31.48	day 1	Acetyl-CoA carboxylase, putative
CA09g08790	20.61	−20.69	day 1	Protein binding protein, putative
CA09g09700	20.99	−21.9	day 1	Multicopper oxidase, putative
CA09g09910	−16.65	19.09	day 1	Tetratricopeptide repeat-containing protein
CA09g11690	21.56	−19.29	day 1	STY-L protein
CA09g11780	21.24	−20.79	day 1	3-ketoacyl-CoA reductase 1
CA09g14450	20.12	−20.88	day 1	WD repeat-containing protein 26-like isoform X1
CA09g15640	16.25	−13.7	day 1	ATP synthase subunit α
CA09g16660	15.2	−20.24	day 1	Unknown protein
CA09g16770	7.72	−9.87	day 1	Unknown protein
CA09g16890	20.97	−19.79	day 1	Unknown protein
CA09g17010	48.07	−39.53	day 1	BED finger-nbs-lrr resistance protein
CA09g04320	28.3	−27.12	day 4	F-box/kelch-repeat protein At3g23880-like
CA09g05170	−21.52	19.29	day 4	GRAS family transcription factor
CA09g12300	−36.36	33.82	day 4	Purple acid phosphatase
CA09g15320	−33.87	37.99	day 4	Putative serine/threonine protein kinase
CA09g16890	−21.29	21.94	day 4	Unknown protein
CA09g18730	−21.59	22.2	day 4	Senescence-associated protein
CA09g17960	−18.13	33	day 7	glucuronoxylan 4-O-methyltransferase 2-like

^1^ Resistant and Susceptible values are expression fold changes between infected and uninfected samples.

**Table 2:** The regulation of potential resistance DEG across time points.

Cultivar and Resistance Type	Time and Number of Genes		
Resistant	day 1	day 4	day 7
*NBS-LRR* resistance genes	26	9	6
Nematode resistance genes	4	3	0
Susceptible	day 1	day 4	day 7
*NBS-LRR* resistance genes	2	1	0
Nematode resistance genes	7	7	0

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4425/11/12/1507/s1, Table S1. Summary of the sequence reads and mapping rate; Table S2. DEG shared between resistant and susceptible cultivars; Table S3. Significantly enriched GO terms between DEG of inoculated resistant and susceptible cultivars. Shared up- and downregulated genes across time points in resistance cultivar; Table S4. Shared up- and down-regulated genes across time points in resistance cultivar. Table S5. DEG within known resistance loci on chromosome P9.

# Supplementary material for: A Comprehensive Transcriptional Profiling of Pepper Responses to Root-Knot Nematode
**Source:** Genes (Basel). 2020 Dec 15;11(12):1507. doi: 10.3390/genes11121507
**Supplement:** Supplementary file 1

Table S1 Summary of the sequence reads and mapping rate

| Sample | Total reads | Mapped reads | Mapping rate |
| --- | --- | --- | --- |
| CC11 | 24052339 | 8401164 | 34.92868 |
| CC12 | 23569888 | 14600777 | 61.94674 |
| CC13 | 23757839 | 14781413 | 62.21699 |
| CC41 | 23760725 | 14577049 | 61.34934 |
| CC42 | 23624145 | 14902126 | 63.08006 |
| CC43 | 23826507 | 14050154 | 58.96858 |
| CC71 | 22993811 | 10491893 | 45.6292 |
| CC72 | 24072169 | 12018913 | 49.92867 |
| CC73 | 23899728 | 15694856 | 65.6696 |
| CI12 | 12531760 | 3685627 | 29.41029 |
| CI13 | 13610190 | 3999164 | 29.3836 |
| CI41 | 13855920 | 482511 | 3.482345 |
| CI42 | 12326772 | 8893305 | 72.14626 |
| CI43 | 16274318 | 9641747 | 59.24517 |
| CI71 | 14223166 | 9438991 | 66.3635 |
| CI72 | 14418093 | 11108443 | 77.04516 |
| CI73 | 13670173 | 10026656 | 73.34696 |
| KC11 | 647806 | 70654 | 10.90666 |
| KC12 | 2472920 | 273449 | 11.05774 |
| KC13 | 9800336 | 2913764 | 29.73127 |
| KC41 | 7201734 | 4397267 | 61.05845 |
| KC42 | 9095266 | 5687740 | 62.53517 |
| KC43 | 12833588 | 7726885 | 60.2083 |
| KC71 | 9914935 | 6168455 | 62.21377 |
| KC72 | 9157356 | 7184768 | 78.45898 |
| KC73 | 9832536 | 8076765 | 82.14325 |
| KI11 | 11609111 | 5456075 | 46.99822 |
| KI12 | 54585509 | 13278634 | 24.3263 |
| KI13 | 45316183 | 16353353 | 36.08723 |
| KI41 | 887046 | 331491 | 37.37022 |
| KI42 | 4417015 | 1758717 | 39.81687 |
| KI43 | 29980232 | 11888534 | 39.65458 |
| KI71 | 13035655 | 8551303 | 65.59934 |
| KI72 | 10500991 | 7790789 | 74.19099 |
| KI73 | 57448445 | 23106653 | 40.22155 |

How the deposited data were processed for this re-analysis (not part of the article)

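RNA from whole roots of 2 pepper cultivars, resistant and susceptible, was sequenced with and without nematodes at 1, 4 and 7 days, and 35 libraries with 2 or 3 biological replicates per group were deposited. The signal values of the table are normalized gene counts, for which the authors aligned single-end reads with a quality score above 30 with STAR to the pepper genome, counted them per gene with HTSeq-count, collapsed the sequencing runs of a library and divided its counts by 1 DESeq2 size factor. The methods of the paper state that genes with fewer than 10 counts overall were removed, and the deposited table still holds 5676 genes with fewer than 10 reads over all libraries, 3407 of them with none.

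Whole reads were recovered from the signal values by finding the step of each library. All 1058470 values are whole multiples of that step within 0.01 reads, and the size factors that these steps give are those of DESeq2 median ratios over the 35 libraries. Recovered reads per library ranged from 63638 to 11377539, and without CA10g00620, the gene with the most reads, from 32918 to 11054530. Reads copied by PCR are not independent molecules, so these depths give the counting error only, and the spread between replicates was taken from the replicates. No 2 replicates of a group held the same values, with a rank correlation of at most 0.932.

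The 30 libraries that the paper kept were used, without uninoculated resistant replicate 3 and uninoculated susceptible replicate 2 of day 1, inoculated resistant replicate 1 and uninoculated susceptible replicate 1 of day 4, and inoculated susceptible replicate 3 of day 7. Conditions were taken from the sample labels. For each day, log2 of the signal plus a pseudocount of 1 was fitted with limma 3.58.1 (lmFit, and eBayes with a trend) over the 4 groups of cultivar and treatment, for genes whose values sum to at least 10. Contrasts were inoculated minus uninoculated in each cultivar, resistant minus susceptible among inoculated and among uninoculated libraries, and the interaction, all two-sided. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change above 1 in size, the thresholds of the paper. Genes of chromosome P9 were counted after adjustment over all genes, by the chromosome in the gene identifier. The cultivars were also compared over the uninoculated libraries of all days with day as a covariate. Shares on P9 and elsewhere were compared with Fisher's exact test, two-sided. The genes at 30000 reads per library were compared between days by exact permutation, two-sided.

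Alternatives set before the data were examined were all 35 libraries, pseudocounts of 0.5 and 8, no filter, a mean value of at least 10, TMM rescaling, only the 2 groups compared in the fit, limma array weights, the quasi-likelihood test of edgeR 4.0.16 and the Wald test of DESeq2 1.42.0 on the recovered reads with the deposited size factors, the replicate number as a block, and leaving out each library in turn. For the distances between replicates the alternative was the 500 most variable genes. Chosen after seeing the data were limma without the trend, with a robust spread and with both, edgeR with TMM factors from the reads over 30 and over 35 libraries, and 12 further DESeq2 settings, run in search of the values in the tables of the paper. The first DESeq2 fits used the default filter level of 0.1, which was replaced by 0.05 after their counts had been seen. The comparison of the uninoculated cultivars within each day and that of the inoculated cultivars over all chromosomes were added after the data were seen as well.

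Thinning of reads was drawn 5 times with a fixed seed, by the reads without CA10g00620. The fits were tested on simulated reads with the depth of the libraries of a day, in which 200 genes were changed by a log2 of 3. The spread of each gene was estimated over the 4 groups of the day. Counts were compared with those of the paper by a ratio of 1.5, and values in its tables within 0.05. Computations used R 4.3.3 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

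Genes were named by a rule set before the files were opened, as every gene identifier that the paper names in its text and in Table 1, with Tables 1 and S5 as tallies, and for resistant day 1 the 2 called genes that rose and the 2 that fell with the smallest p, of which there were none. The values that the paper prints for its own genes had been seen. Genes behind counts of 5 or fewer were named after their values were seen. Gene ontology enrichment and totals of resistance gene families were left out, since they need an annotation of the pepper genome that was not used here, and 0 of the gene identifiers were found among the 48341 reference genes at hand.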

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

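Tests chosen only after the result was seen are the comparisons of the uninoculated cultivars within each day and of the inoculated cultivars over all chromosomes, the fits without the trend of the spread with the mean value, the size factors recomputed from day 7 and the share of the mapped reads held in the uninoculated resistant libraries of day 7.

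The interaction of limma tests the difference in response between the 2 cultivars itself. It called 1 gene at day 1, 3 at day 4 and 119 at day 7. At day 7, 99 of these genes had the larger log2 fold change in the resistant cultivar. With an unadjusted p under 0.05 from limma, 65 and 122 genes had the larger and smaller log2 fold change in the resistant cultivar at day 1, 299 and 289 at day 4 and 1690 and 426 at day 7. By edgeR the counts were 0, 4 and 186, and by DESeq2 843, 266 and 831. A difference in depth between inoculated and uninoculated libraries was tested by thinning all libraries of day 7 to 1742865 reads without CA10g00620. A median of 114 genes (96 to 122 in 5 draws) was called, which argues against depth as the whole cause at day 7. Thinning cannot bring back molecules that a library lacks, which is taken up below for the uninoculated resistant libraries. Scaling with size factors recomputed from the libraries of day 7 gave 97. For days 1 and 4, 0 genes were called by limma without the trend of the spread (179 and 372 with an unadjusted p under 0.05 at day 1 and 401 and 434 at day 4). These counts of 0 alone cannot show whether the trend was fitted too low, because a spread common to all genes follows the bulk of them. For mean log2 values under 4 the observed median variance was 6.02 at day 1 and 4.17 at day 4. For mean log2 values above 12, the fitted variance was 0.0830 against an observed median of 0.364 at day 1 and 0.00521 against 0.304 at day 4. For values of 10 to 12 it was 0.127 against 0.217 at day 4 and 0.891 against 0.424 at day 1. For values above 12, and from 10 at day 4, these variances argue that the trend was fitted too low. The genes called on these days lie in these ranges. At day 1 the fit set the spread of each gene to the trend. CA10g00620 thus had an SE of 0.0090, although its uninoculated susceptible values ran from 2.58e+05 to 7.64e+06. At day 7 a processing of the 3 uninoculated resistant libraries apart from the others stays open. They hold 20.7% to 31.7% of the mapped reads of Table S1, and the other 8 kept libraries of the day 78.8% to 138%. It cannot be told apart from an effect of the nematodes, because these libraries are the whole uninoculated resistant group. The sequences that Table S1 lists, taken up below, leave the same open for days 1 and 4. A response to nematodes that differs between a resistant and a susceptible cultivar also stays open, as untested. So does an exchange of the inoculated and uninoculated columns at resistant day 7, taken up below, which would turn the direction of the resistant response. The interaction count depended on single libraries. At day 1 (1 gene with all kept libraries) it was 2509 and 0 without uninoculated resistant replicates 1 and 2, 0 and 300 without inoculated resistant replicates 2 and 3, 448 and 0 without uninoculated susceptible replicates 1 and 3 and 0 without inoculated susceptible replicate 3. At day 4 (3) it was 0 without uninoculated resistant replicate 1, 2 or 3, 263 and 455 without inoculated resistant replicates 2 and 3, 0 and 252 without uninoculated susceptible replicates 2 and 3 and 6 and 5 without inoculated susceptible replicates 1 and 3, and at day 7 (119) 359, 276 and 478 without uninoculated resistant replicates 1, 2 and 3, 51, 16 and 24 without inoculated resistant replicates 1, 2 and 3, 13 and 34 without uninoculated susceptible replicates 2 and 3 and 16 and 22 without inoculated susceptible replicates 1 and 2. A group left with 1 library is assumed to vary like the other groups.

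The paper compares inoculated with uninoculated roots and the inoculated cultivars on P9. Between the uninoculated cultivars, which it does not compare, limma called 1 gene at day 1, 11 at day 4 and 748 at day 7, a comparison that the paper did not make. The gene of day 1, named after its values were seen, is CA07g20630 (-1.22). Of the genes of day 4, 10 were higher in the resistant cultivar. At day 7, 132 were higher and 616 lower, and 52 lie on P9 and 696 on the other chromosomes. Unadjusted p values from limma were under 0.05 for 285 and 126 genes that were higher and lower at day 1, 560 and 210 at day 4 and 663 and 3282 at day 7. The edgeR counts were 2, 12 and 560, and those of DESeq2 576, 112 and 1752. Without the trend of the spread 0 genes were called at days 1 and 4, which alone again cannot show whether the trend was fitted too low. The fitted and observed variances above argue that it was, for the genes of the highest values. At day 4 only 7 genes had a mean log2 value above 12, fewer than the 11 called. At day 7 a difference in depth between the uninoculated groups is argued against by the thinned libraries, which gave a median of 658 genes (625 to 680), and recomputed size factors gave 748. Chance cannot be excluded with 3 libraries against 3, since the real split was 1 of only 10, although the other splits gave 0 calls. Fitted on the 6 uninoculated libraries alone, limma called 0 genes at day 7 (528 higher and 2278 lower at an unadjusted p under 0.05), and over all 35 libraries 34. The main fit gives all groups 1 spread. The uninoculated resistant libraries lay 2.48 to 2.57 from their replicates and the uninoculated susceptible ones 1.19 to 1.29. At 30000 reads outside CA10g00620 the resistant ones had 6506 to 7056 genes and the susceptible ones 7808 to 7843, which thinning cannot level. The 3 uninoculated resistant libraries of day 7, which hold at most 31.7% of the mapped reads of Table S1, enter this comparison too. Their processing apart from the others cannot be told apart from a difference between the cultivars, because they are the whole group. A genetic difference between the cultivars stays open, as untested at single days. Leaving out single libraries moved these counts of the uninoculated cultivars. The 1 gene of day 1 became 2572 and 359 without uninoculated resistant replicates 1 and 2, 0 without inoculated resistant replicate 2 or 3 and 524 and 343 without uninoculated susceptible replicates 1 and 3. The 11 genes of day 4 became 0, 1 and 1 without uninoculated resistant replicates 1, 2 and 3, 0 without inoculated resistant replicate 2 or 3, 0 and 330 without uninoculated susceptible replicates 2 and 3 and 19 and 20 without inoculated susceptible replicates 1 and 3, and the 748 of day 7 became 1464, 1152 and 1716 without uninoculated resistant replicates 1, 2 and 3, 185 and 302 without inoculated resistant replicates 2 and 3, 91, 23 and 102 without uninoculated susceptible replicates 1, 2 and 3 and 435 and 432 without inoculated susceptible replicates 1 and 2.

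Between the inoculated cultivars the paper discusses P9. On the other chromosomes limma called 2 genes at day 1, 2 at day 4 and 9 at day 7, a signal among genes outside those it discusses. The genes of days 1 and 4 are named after their values were seen. They are CA07g20630 (-1.42) and CA10g00620 (-1.63) at day 1 and CA02g06810 (1.42) and CA10g00620 (-2.07) at day 4, with the log2 of resistant minus susceptible in parentheses. At day 7, 8 were higher in the resistant cultivar. Over all chromosomes, 163 and 97, 817 and 219 and 411 and 270 genes were higher and lower on the 3 days at an unadjusted p under 0.05 from limma. By edgeR 2, 4 and 27 genes were called and by DESeq2 690, 257 and 96. Without the trend of the spread the counts of days 1 and 4 became 0, and that of day 7 became 18. The counts of 0 alone again cannot show whether the trend was fitted too low. For the genes of the highest values, the fitted and observed variances above argue that it was. The share of reads on CA10g00620, 2.84% to 92.9% of a library, differs within groups too. For the genes of day 7, TMM rescaling gave 10 calls and depth was not tested, and a difference between the cultivars stays open there, as untested. With single libraries left out, the calls between the inoculated cultivars over all chromosomes changed from 2 to 0 without uninoculated resistant replicate 1 or 2, 0 and 440 without inoculated resistant replicates 2 and 3 and 0 without uninoculated susceptible replicate 1 or 3 at day 1. They changed from 2 to 0 without uninoculated resistant replicate 1, 2 or 3, 373 and 475 without inoculated resistant replicates 2 and 3, 0 without uninoculated susceptible replicate 2 or 3 and 8, 1 and 11 without inoculated susceptible replicates 1, 2 and 3 at day 4 and from 9 to 24, 15 and 19 without uninoculated resistant replicates 1, 2 and 3, 1, 2 and 4 without inoculated resistant replicates 1, 2 and 3 and 2 and 5 without inoculated susceptible replicates 1 and 2 at day 7.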

How the results depend on the processing

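Tests chosen only after the result was seen are the limma settings without the trend of the spread or with a robust spread, the edgeR settings with TMM factors from the reads, every DESeq2 setting other than DESeq2 with the deposited size factors within each day, and the comparisons of the uninoculated cultivars within each day and of the inoculated cultivars over all chromosomes. Counts are of genes called, given where they moved by over 1.5 times or to or from 0. By limma over the 30 kept libraries the counts were 748 for uninoculated cultivars at day 7, 605 for resistant day 7, 119 for the interaction at day 7, 39 for resistant day 7 on P9, 11 for uninoculated cultivars at day 4, 6 for susceptible day 7, 5 for resistant day 4, 3 for the interaction at day 4, 2 for susceptible day 4 and 1 for the interaction at day 1 and uninoculated cultivars at day 1, and 2, 2 and 9 for the inoculated cultivars over all chromosomes at days 1, 4 and 7. It was 0 for each cultivar at day 1, the genes shared between cultivars or between days and the uninoculated cultivars over all days. The other counts on P9 were 0 as well, apart from 52 genes between the uninoculated cultivars at day 7. As many genes were called in a cultivar alone as in that cultivar. What these zeros hold at an unadjusted p under 0.05 and in the other tools stands beside each result. Which genes a count holds can change while the count does not.

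Counts of 0 by limma that also were 0 under every alternative set beforehand, other than DESeq2 and leaving out single libraries, were those for opposite directions on P9 at day 1, opposite directions on P9 at day 4, resistant on all 3 days, resistant at days 1 and 4, resistant day 1 on P9, inoculated cultivars on P9 at day 1, inoculated cultivars on P9 at day 4, susceptible day 1 on P9, susceptible day 4 on P9, lower in both cultivars at day 1, higher in both cultivars at day 1, lower in both cultivars at day 4 and higher in both cultivars at day 4. For resistant day 7 most called genes were higher under each alternative set beforehand, DESeq2 included (69.2% to 96.3%, counts of 26 to 1588) other than only the 2 groups compared, which called 2 genes, with 0 of them higher. With single libraries left out, 63.6% to 94.4% were higher.

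Given all 35 libraries, the count was 1 for resistant day 1, 0 for the interaction at day 1 and susceptible day 4, 2 for uninoculated cultivars at day 1 and resistant day 7 on P9, 26 for resistant day 7 and 34 for uninoculated cultivars at day 7. Under a pseudocount of 0.5, it was 2 for susceptible day 1 and 0 for susceptible day 4. The setting of a pseudocount of 8 gave 1 for susceptible day 4, 369 for resistant day 7, 22 for resistant day 7 on P9 and 10 for susceptible day 7. For no filter on low values, counts were 0 for resistant day 4, susceptible day 4 and the interaction at day 4, 1 for uninoculated cultivars at day 4 and opposite directions on P9 at day 7, 374 for resistant day 7, 23 for resistant day 7 on P9, 52 for susceptible day 7, 4 for susceptible day 7 on P9, 3 for inoculated cultivars on P9 at day 7, 77 for the interaction at day 7 and 403 for uninoculated cultivars at day 7. At a mean value of at least 10, there were 2 for susceptible day 1, 0 for susceptible day 4 and 1 for the interaction at day 4. Use of TMM rescaling gave 2 for susceptible day 1 and 0 for uninoculated cultivars at day 1 and susceptible day 4. Given only the 2 groups compared in the fit, the count was 50 for resistant day 4, 2 for resistant day 4 on P9 and resistant day 7, 1 for susceptible day 4 and inoculated cultivars on P9 at day 7, 53 for uninoculated cultivars at day 4, 0 for resistant day 7 on P9 and uninoculated cultivars at day 7, 96 for susceptible day 7 and 6 for susceptible day 7 on P9. Under library weights, it was 0 for the interaction at day 1, uninoculated cultivars at day 1 and susceptible day 4, 1 for the interaction at day 4, higher in both cultivars at day 7 and lower in both cultivars at day 7, 106 for susceptible day 7, 7 for susceptible day 7 on P9, 19 for inoculated cultivars on P9 at day 7, 301 for the interaction at day 7, 175 for uninoculated cultivars at day 7, 3 for opposite directions on P9 at day 7 and 12 for the cultivar difference over days. The setting of edgeR gave 0 for the interaction at day 1, 2 for uninoculated cultivars at day 1, 1 for susceptible day 4, susceptible day 7 on P9, inoculated cultivars on P9 at day 7, lower in both cultivars at day 7 and opposite directions on P9 at day 7, 32 for susceptible day 7, 186 for the interaction at day 7 and 37 for the cultivar difference over days. For DESeq2, counts were 490 for resistant day 1, 26 for resistant day 1 on P9, 783 for susceptible day 1, 50 for susceptible day 1 on P9, 44 for inoculated cultivars on P9 at day 1, 843 for the interaction at day 1, 576 for uninoculated cultivars at day 1, 56 for higher in both cultivars at day 1, 39 for lower in both cultivars at day 1, 13 for opposite directions on P9 at day 1, 216 for resistant day 4, 12 for resistant day 4 on P9, 145 for susceptible day 4, 10 for susceptible day 4 on P9, 18 for inoculated cultivars on P9 at day 4, 266 for the interaction at day 4, 112 for uninoculated cultivars at day 4, 5 for higher in both cultivars at day 4, 4 for lower in both cultivars at day 4, opposite directions on P9 at day 7 and resistant at days 1 and 4, 1 for opposite directions on P9 at day 4 and resistant on all 3 days, 1588 for resistant day 7, 83 for resistant day 7 on P9, 103 for susceptible day 7, 6 for susceptible day 7 on P9, 9 for inoculated cultivars on P9 at day 7, 831 for the interaction at day 7, 1752 for uninoculated cultivars at day 7, 3 for lower in both cultivars at day 7 and 286 for the cultivar difference over days. The cause was not tested, except that fits on only the 2 groups compared and fits with other filters hold fewer samples or other numbers of genes by construction.

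The call of CA09g17960 for resistant day 7 was lost under all 35 libraries, library weights, edgeR, only the 2 groups compared in the fit and a pseudocount of 8, with log2 fold changes of 1.15 to 8.98, and without inoculated resistant replicate 1 of day 7, inoculated resistant replicate 2 of day 7, inoculated resistant replicate 3 of day 7, inoculated susceptible replicate 1 of day 7, inoculated susceptible replicate 2 of day 7, uninoculated susceptible replicate 1 of day 7, uninoculated susceptible replicate 2 of day 7 and uninoculated susceptible replicate 3 of day 7, with 3.27 to 3.65. Its direction was the same in all of these. Under a minimum mean value of 10 it was not tested. Fits on only the 2 groups compared give no interaction and no cultivar difference over days, and 10 of the added DESeq2 settings were run only for the counts of each cultivar and day.

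Values of single genes, of genes in 1 cultivar alone, of all chromosomes between the inoculated cultivars and of the signs of Table 1 are given as how many were the same, how many moved and how many lost or gained a call, in that order. All 35 libraries 20/4/1. A pseudocount of 0.5 22/2/1. A pseudocount of 8 24/5/1. No filter on low values 19/6/0. A mean value of at least 10 16/4/0. TMM rescaling 23/2/0. Only the 2 groups compared in the fit 14/7/1. Library weights 19/5/1. Next, edgeR 20/4/1. DESeq2 13/9/3. Limma without the trend of the spread 18/6/1. Limma with a robust spread 23/2/0. Limma with a robust spread and no trend 19/5/1. Next, edgeR with TMM factors from the reads 19/5/1. Next, edgeR with TMM factors and all 35 libraries 20/4/1. DESeq2 with size factors recomputed within the day 14/9/2. DESeq2 in 1 fit over the 30 libraries 14/9/2. The distance ranks of the left-out libraries moved for 2 of 5 with the 500 most variable genes. The cause was not tested.

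Chosen after seeing the data, limma without the trend of the spread gave 0 for the interaction at day 1, uninoculated cultivars at day 1, resistant day 4, susceptible day 4, the interaction at day 4 and uninoculated cultivars at day 4, 972 for resistant day 7, 61 for resistant day 7 on P9, 1 for susceptible day 7 on P9 and opposite directions on P9 at day 7, 4 for inoculated cultivars on P9 at day 7 and 329 for the interaction at day 7. After the data were seen, limma with a robust spread gave 0 for the interaction at day 1 and uninoculated cultivars at day 1, 11 for resistant day 4, 2 for resistant day 4 on P9 and 1 for inoculated cultivars on P9 at day 4. A later choice, limma with a robust spread and no trend, gave 0 for the interaction at day 1, uninoculated cultivars at day 1, resistant day 4, susceptible day 4, the interaction at day 4 and uninoculated cultivars at day 4, 59 for resistant day 7 on P9, 1 for susceptible day 7 on P9 and opposite directions on P9 at day 7, 2 for inoculated cultivars on P9 at day 7 and 303 for the interaction at day 7. Also chosen after seeing the data, edgeR with TMM factors from the reads gave 1 for susceptible day 4, susceptible day 7 on P9, inoculated cultivars on P9 at day 7, lower in both cultivars at day 7 and opposite directions on P9 at day 7, 364 for resistant day 7, 25 for resistant day 7 on P9, 24 for susceptible day 7, 185 for the interaction at day 7 and 4 for the cultivar difference over days. Another later choice, edgeR with TMM factors and all 35 libraries, gave 1 for resistant day 1, susceptible day 7 on P9, inoculated cultivars on P9 at day 7, opposite directions on P9 at day 7 and the cultivar difference over days, 0 for the interaction at day 1, 5 for the interaction at day 4, 36 for resistant day 7, 2 for resistant day 7 on P9, 10 for susceptible day 7 and 73 for uninoculated cultivars at day 7. Chosen after seeing the data, DESeq2 with size factors recomputed within the day gave 65 for resistant day 1, 5 for resistant day 1 on P9, higher in both cultivars at day 4 and opposite directions on P9 at day 7, 117 for susceptible day 1, 10 for susceptible day 1 on P9 and susceptible day 4 on P9, 6 for inoculated cultivars on P9 at day 1, 103 for the interaction at day 1, 97 for uninoculated cultivars at day 1, 2 for higher in both cultivars at day 1, opposite directions on P9 at day 1 and resistant at days 1 and 4, 24 for lower in both cultivars at day 1, 187 for resistant day 4, 13 for resistant day 4 on P9, susceptible day 7 on P9 and inoculated cultivars on P9 at day 7, 142 for susceptible day 4, 18 for inoculated cultivars on P9 at day 4, 256 for the interaction at day 4, 96 for uninoculated cultivars at day 4, 4 for lower in both cultivars at day 4, 1 for opposite directions on P9 at day 4, 1634 for resistant day 7, 86 for resistant day 7 on P9, 222 for susceptible day 7, 1084 for the interaction at day 7, 1905 for uninoculated cultivars at day 7, 12 for lower in both cultivars at day 7 and 340 for the cultivar difference over days. After the data were seen, DESeq2 in 1 fit over the 30 libraries gave 2379 for resistant day 1, 114 for resistant day 1 on P9, 1858 for susceptible day 1, 113 for susceptible day 1 on P9, 146 for inoculated cultivars on P9 at day 1, 2275 for the interaction at day 1, 1549 for uninoculated cultivars at day 1, 137 for higher in both cultivars at day 1, 110 for lower in both cultivars at day 1, 21 for opposite directions on P9 at day 1, 867 for resistant day 4, 54 for resistant day 4 on P9, 733 for susceptible day 4, 41 for susceptible day 4 on P9, 63 for inoculated cultivars on P9 at day 4, 965 for the interaction at day 4, 558 for uninoculated cultivars at day 4, 7 for higher in both cultivars at day 4, 108 for lower in both cultivars at day 4, 5 for opposite directions on P9 at day 4, 234 for resistant day 7, 14 for resistant day 7 on P9, 32 for susceptible day 7, 1 for susceptible day 7 on P9, inoculated cultivars on P9 at day 7, lower in both cultivars at day 7 and opposite directions on P9 at day 7, 227 for uninoculated cultivars at day 7, 25 for resistant on all 3 days and 274 for resistant at days 1 and 4. A later choice, DESeq2 in 1 fit over the 30 libraries with recomputed size factors, gave 2766 for resistant day 1, 2401 for susceptible day 1, 1177 for resistant day 4, 978 for susceptible day 4, 318 for resistant day 7 and 50 for susceptible day 7. Also chosen after seeing the data, DESeq2 in 1 fit over all 35 libraries gave 3443 for resistant day 1, 2080 for susceptible day 1, 768 for resistant day 4, 1316 for susceptible day 4, 317 for resistant day 7 and 73 for susceptible day 7. Another later choice, DESeq2 on only the 2 groups compared with recomputed size factors, gave 3 for resistant day 1, 263 for susceptible day 1, 581 for resistant day 4, 98 for susceptible day 4 and 310 for susceptible day 7. Chosen after seeing the data, DESeq2 on each day of all 35 libraries gave 755 for resistant day 1, 498 for susceptible day 1, 152 for resistant day 4, 290 for susceptible day 4 and 97 for susceptible day 7. After the data were seen, DESeq2 in 1 fit without inoculated resistant replicate 1 of day 4 gave 3673 for resistant day 1, 2273 for susceptible day 1, 1179 for resistant day 4, 1454 for susceptible day 4, 355 for resistant day 7 and 84 for susceptible day 7. A later choice, DESeq2 in 1 fit without that replicate and the 2 excluded libraries of day 1, gave 2682 for resistant day 1, 2402 for susceptible day 1, 1235 for resistant day 4, 1517 for susceptible day 4, 392 for resistant day 7 and 74 for susceptible day 7. Also chosen after seeing the data, DESeq2 in 1 fit without the 2 excluded libraries of day 1 gave 2662 for resistant day 1, 2315 for susceptible day 1, 875 for resistant day 4, 1425 for susceptible day 4, 391 for resistant day 7 and 69 for susceptible day 7. Another later choice, DESeq2 in 1 fit without the 2 excluded libraries of day 4, gave 3559 for resistant day 1, 2181 for susceptible day 1, 1074 for resistant day 4, 962 for susceptible day 4, 288 for resistant day 7 and 61 for susceptible day 7. Chosen after seeing the data, DESeq2 in 1 fit without the excluded library of day 7 gave 3547 for resistant day 1, 2023 for susceptible day 1, 712 for resistant day 4, 1296 for susceptible day 4, 298 for resistant day 7 and 59 for susceptible day 7. After the data were seen, DESeq2 at its default filter level gave 481 for resistant day 1, 778 for susceptible day 1, 221 for resistant day 4, 145 for susceptible day 4, 1558 for resistant day 7 and 101 for susceptible day 7. For these settings the cause was not tested.

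The share of called genes that were higher moved by over 10 percentage points with another scaling in these cases. From the deposited scaling to TMM factors, limma moved it from 33.3% to 50% for the interaction at day 4. In edgeR, TMM factors from the reads, chosen after seeing the data, moved it from 54.8% to 43.5% for the susceptible cultivar alone at day 7, from 53.1% to 41.7% for susceptible day 7 and from 48.6% to 100% for the cultivar difference over days. In DESeq2, recomputed size factors, also chosen after seeing the data, moved it from 26.3% to 43.6% for the resistant cultivar alone at day 1, from 78.8% to 17.6% for the susceptible cultivar alone at day 1, from 7.69% to 50% for opposite directions on P9 at day 1, from 87.8% to 77.8% for resistant day 7, from 14.3% to 28.8% for inoculated cultivars on all chromosomes at day 1, from 76.4% to 15.4% for susceptible day 1, from 9.09% to 33.3% for inoculated cultivars on P9 at day 1, from 80% to 20% for susceptible day 1 on P9, from 25.3% to 86.4% for the interaction at day 1 and from 60.8% to 7.22% for uninoculated cultivars at day 1. For resistant day 7, limma had 91.7% and 89.2%.

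Without each kept library of the day in turn, the lowest and highest counts were 0 (without any 1 of 6 libraries) to 2560 (without uninoculated resistant replicate 1) for resistant day 1, 0 (without any 1 of 6 libraries) to 167 (without uninoculated resistant replicate 1) for resistant day 1 on P9, 0 (without any 1 of 6 libraries) to 555 (without uninoculated susceptible replicate 1) for susceptible day 1 and 0 (without any 1 of 7 libraries) to 31 (without uninoculated susceptible replicate 1) for susceptible day 1 on P9. Next were 0 (without any 1 of 8 libraries) to 28 (without inoculated resistant replicate 3) for inoculated cultivars on P9 at day 1, 0 (without any 1 of 4 libraries) to 2509 (without uninoculated resistant replicate 1) for the interaction at day 1, 0 (without inoculated resistant replicate 2 and inoculated resistant replicate 3) to 2572 (without uninoculated resistant replicate 1) for uninoculated cultivars at day 1 and 0 (without any 1 of 13 libraries) to 5 (without uninoculated susceptible replicate 1) for the cultivar difference over days. Further ranges were 0 (without any 1 of 5 libraries) to 457 (without inoculated resistant replicate 3) for resistant day 4, 0 (without any 1 of 6 libraries) to 34 (without inoculated resistant replicate 3) for resistant day 4 on P9, 0 (without any 1 of 7 libraries) to 347 (without uninoculated susceptible replicate 3) for susceptible day 4 and 0 (without any 1 of 9 libraries) to 19 (without uninoculated susceptible replicate 3) for susceptible day 4 on P9. Other ranges were 0 (without any 1 of 7 libraries) to 37 (without inoculated resistant replicate 3) for inoculated cultivars on P9 at day 4, 0 (without any 1 of 4 libraries) to 455 (without inoculated resistant replicate 3) for the interaction at day 4, 0 (without any 1 of 4 libraries) to 330 (without uninoculated susceptible replicate 3) for uninoculated cultivars at day 4 and 7 (without inoculated resistant replicate 3) to 1725 (without uninoculated resistant replicate 3) for resistant day 7. Then came 0 (without inoculated resistant replicate 2 and inoculated resistant replicate 3) to 102 (without uninoculated resistant replicate 3) for resistant day 7 on P9, 0 (without uninoculated susceptible replicate 1 and inoculated susceptible replicate 1) to 14 (without uninoculated resistant replicate 1) for susceptible day 7, 0 (without any 1 of 8 libraries) to 1 (without uninoculated resistant replicate 1, uninoculated resistant replicate 2 and uninoculated resistant replicate 3) for susceptible day 7 on P9 and 0 (without any 1 of 8 libraries) to 1 (without uninoculated resistant replicate 1, uninoculated resistant replicate 2 and uninoculated resistant replicate 3) for inoculated cultivars on P9 at day 7. The last ranges were 13 (without uninoculated susceptible replicate 2) to 478 (without uninoculated resistant replicate 3) for the interaction at day 7, 23 (without uninoculated susceptible replicate 2) to 1716 (without uninoculated resistant replicate 3) for uninoculated cultivars at day 7, 0 (without any 1 of 10 libraries) to 1 (without uninoculated susceptible replicate 3) for lower in both cultivars at day 7 and 0 (without any 1 of 8 libraries) to 1 (without uninoculated resistant replicate 1, uninoculated resistant replicate 2 and uninoculated resistant replicate 3) for opposite directions on P9 at day 7. Where this leaves 1 library in a group, that library is assumed to vary like the other groups. The cause was not tested, beyond the smaller number of samples.

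For CA04g14230 at susceptible day 1, where no setting called it, the log2 fold change of -1.96 lay between -6.37 and 2.45 with single libraries left out, and changed its sign without uninoculated susceptible replicate 1 of day 1 (2.45). For CA09g17010 at susceptible day 1, where no setting called it, the log2 fold change of 0.52 lay between -1.79 and 2.84 with single libraries left out, and changed its sign without uninoculated susceptible replicate 3 of day 1 (-1.79) and inoculated susceptible replicate 3 of day 1 (-1.34). The cause was not tested.

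Libraries with the same replicate number did not deviate together. The median correlation of their deviations from the group means was -0.0146 at day 1, -0.0198 at day 4 and -0.0179 at day 7, so the numbers pair no libraries. With the replicate number as a block, the counts that moved were 3 for uninoculated cultivars at day 1, 9 for resistant day 4, 1 for resistant day 4 on P9 and susceptible day 4, 302 for resistant day 7, 23 for resistant day 7 on P9, 59 for the interaction at day 7 and 438 for uninoculated cultivars at day 7, and CA04g14230 in the resistant cultivar at day 1 reversed to a log2 fold change of 1.34. CA09g17960 was not called for resistant day 7 under the block, where its log2 fold change was 3.42. The cause was not tested.

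The spread between replicates limits what limma can show at days 1 and 4. With reads simulated at the spread of each day, 200 genes changed by a log2 of 3 were called by limma in 0% on both designs of day 1, in 0.5% and 0% on the resistant and susceptible designs of day 4 and in 50.5% on the resistant design of day 7. At a dispersion of 0.05, the same depth and group sizes let limma call 56% and 68.5% of them on the resistant and susceptible designs of day 1 and 96.5% and 96% on those of day 4.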

Differences from the paper's values

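Tests chosen only after the result was seen are every DESeq2 setting other than DESeq2 with the deposited size factors within each day, the edgeR settings with TMM factors from the reads, the reading of table values as signed folds, and the limma settings without the trend or with a robust spread. The DESeq2 settings among them were run in search of the values in the tables of the paper, and none is taken for its method. Dropped entries are those of the 828 entries in Tables 1, S2, S4 and S5 that a setting does not call in the direction of the table, with a gene in more than 1 of these tables counted once per cultivar and day. Limma over the 30 kept libraries drops all 828, and calls 5 of them in the opposite direction. Entries called in the opposite direction count as dropped. There are 118 for DESeq2 with the deposited size factors, all of them outside resistant day 4. There are 358 for DESeq2 in 1 fit over the 30 libraries and 388 over all 35, both chosen after seeing the values. DESeq2 with the deposited size factors, set before the data were examined, calls 30 in the direction of the table and drops 798, and limma calls 4 of 224 for resistant day 4 on leaving out inoculated resistant replicate 2 of day 4 and 7 of 224 for resistant day 4 on leaving out inoculated resistant replicate 3 of day 4. Chosen after seeing the values, with the entries called and dropped, were DESeq2 with size factors recomputed within the day (27 and 801), DESeq2 in 1 fit over the 30 libraries (123 and 705), DESeq2 in 1 fit over the 30 libraries with recomputed size factors (132 and 696), DESeq2 in 1 fit over all 35 libraries (139 and 689), DESeq2 on only the 2 groups compared with recomputed size factors (34 and 794), DESeq2 on each day of all 35 libraries (20 and 808), DESeq2 in 1 fit without inoculated resistant replicate 1 of day 4 (187 and 641), DESeq2 in 1 fit without that replicate and the 2 excluded libraries of day 1 (146 and 682), DESeq2 in 1 fit without the 2 excluded libraries of day 1 (128 and 700), DESeq2 in 1 fit without the 2 excluded libraries of day 4 (174 and 654), DESeq2 in 1 fit without the excluded library of day 7 (132 and 696) and DESeq2 at its default filter level (31 and 797).

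The paper's number of genes called for resistant day 1 is 2057, and the value here is 0. The paper's value lies within 1.5 times of that of leaving out uninoculated resistant replicate 1 of day 1 (2560) and of no other alternative set before the data were examined. The paper's value lies within 1.5 times of settings chosen after seeing the values, with the entries they drop in parentheses, DESeq2 in 1 fit over the 30 libraries (2379, 705 of 828 dropped), DESeq2 in 1 fit over the 30 libraries with recomputed size factors (2766, 696 of 828 dropped), DESeq2 in 1 fit without that replicate and the 2 excluded libraries of day 1 (2682, 682 of 828 dropped) and DESeq2 in 1 fit without the 2 excluded libraries of day 1 (2662, 700 of 828 dropped). The paper's number of genes called for resistant day 4 is 1000, and the value here is 5, and no alternative set before the data were examined comes within 1.5 times. The paper's value lies within 1.5 times of settings chosen after seeing the values, with the entries they drop in parentheses, DESeq2 in 1 fit over the 30 libraries (867, 705 of 828 dropped), DESeq2 in 1 fit over the 30 libraries with recomputed size factors (1177, 696 of 828 dropped), DESeq2 in 1 fit over all 35 libraries (768, 689 of 828 dropped), DESeq2 in 1 fit without inoculated resistant replicate 1 of day 4 (1179, 641 of 828 dropped), DESeq2 in 1 fit without that replicate and the 2 excluded libraries of day 1 (1235, 682 of 828 dropped), DESeq2 in 1 fit without the 2 excluded libraries of day 1 (875, 700 of 828 dropped), DESeq2 in 1 fit without the 2 excluded libraries of day 4 (1074, 654 of 828 dropped) and DESeq2 in 1 fit without the excluded library of day 7 (712, 696 of 828 dropped). The paper's number of genes called for resistant day 7 is 333, and the value here is 605. The paper's value lies within 1.5 times of that of a pseudocount of 8 (369), no filter on low values (374), library weights (463), edgeR (415), the replicate number as a block (302), leaving out uninoculated susceptible replicate 1 of day 7 (224), leaving out uninoculated susceptible replicate 2 of day 7 (344), leaving out inoculated susceptible replicate 1 of day 7 (250) and leaving out inoculated susceptible replicate 2 of day 7 (250) and of no other alternative set before the data were examined. The paper's value lies within 1.5 times of settings chosen after seeing the values, with the entries they drop in parentheses, edgeR with TMM factors from the reads (364, 828 of 828 dropped), DESeq2 in 1 fit over the 30 libraries (234, 705 of 828 dropped), DESeq2 in 1 fit over the 30 libraries with recomputed size factors (318, 696 of 828 dropped), DESeq2 in 1 fit over all 35 libraries (317, 689 of 828 dropped), DESeq2 in 1 fit without inoculated resistant replicate 1 of day 4 (355, 641 of 828 dropped), DESeq2 in 1 fit without that replicate and the 2 excluded libraries of day 1 (392, 682 of 828 dropped), DESeq2 in 1 fit without the 2 excluded libraries of day 1 (391, 700 of 828 dropped), DESeq2 in 1 fit without the 2 excluded libraries of day 4 (288, 654 of 828 dropped) and DESeq2 in 1 fit without the excluded library of day 7 (298, 696 of 828 dropped). The paper's number of genes called for susceptible day 1 is 1217, and the value here is 0, and no alternative set before the data were examined comes within 1.5 times. The paper's number of genes called for susceptible day 4 is 721, and the value here is 2, and no alternative set before the data were examined comes within 1.5 times. The paper's value lies within 1.5 times of settings chosen after seeing the values, with the entries they drop in parentheses, DESeq2 in 1 fit over the 30 libraries (733, 705 of 828 dropped), DESeq2 in 1 fit over the 30 libraries with recomputed size factors (978, 696 of 828 dropped) and DESeq2 in 1 fit without the 2 excluded libraries of day 4 (962, 654 of 828 dropped). The paper's number of up-regulated genes for resistant day 4 is 112, and the value here is 2, and no alternative set before the data were examined comes within 1.5 times. The paper's value lies within 1.5 times of settings chosen after seeing the values, with the entries they drop in parentheses, DESeq2 in 1 fit over all 35 libraries (113, 689 of 828 dropped), DESeq2 in 1 fit without inoculated resistant replicate 1 of day 4 (77, 641 of 828 dropped), DESeq2 in 1 fit without that replicate and the 2 excluded libraries of day 1 (97, 682 of 828 dropped), DESeq2 in 1 fit without the 2 excluded libraries of day 1 (163, 700 of 828 dropped) and DESeq2 in 1 fit without the excluded library of day 7 (106, 696 of 828 dropped). The paper's share of called genes up-regulated for resistant day 4 is 11%, and the value here is 40%. The paper's value lies within 1.5 times of that of DESeq2 (7.41%), leaving out inoculated susceptible replicate 1 of day 4 (10%) and leaving out inoculated susceptible replicate 3 of day 4 (8.7%) and of no other alternative set before the data were examined. The paper's value lies within 1.5 times of settings chosen after seeing the values, with the entries they drop in parentheses, limma with a robust spread (9.09%, 828 of 828 dropped), DESeq2 with size factors recomputed within the day (9.09%, 801 of 828 dropped), DESeq2 in 1 fit over all 35 libraries (14.7%, 689 of 828 dropped), DESeq2 on each day of all 35 libraries (13.8%, 808 of 828 dropped), DESeq2 in 1 fit without that replicate and the 2 excluded libraries of day 1 (7.85%, 682 of 828 dropped) and DESeq2 in 1 fit without the excluded library of day 7 (14.9%, 696 of 828 dropped). The paper's share of called genes up-regulated for resistant day 7 is 10%, and the value here is 91.7%, and no alternative set before the data were examined comes within 1.5 times. The paper's share of called genes up-regulated for susceptible day 4 is 52%, and the value here is 100%, and no alternative set before the data were examined comes within 1.5 times. The paper's value lies within 1.5 times of settings chosen after seeing the values, with the entries they drop in parentheses, edgeR with TMM factors and all 35 libraries (50%, 828 of 828 dropped), DESeq2 in 1 fit over the 30 libraries (51%, 705 of 828 dropped), DESeq2 in 1 fit over the 30 libraries with recomputed size factors (50.2%, 696 of 828 dropped) and DESeq2 in 1 fit without the 2 excluded libraries of day 4 (46.6%, 654 of 828 dropped).

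The paper's number of genes up-regulated in both cultivars at day 1 is 55, and the value here is 0. The paper's value lies within 1.5 times of that of DESeq2 (56) and of no other alternative set before the data were examined. These are other genes or directions. Of the 170 genes of Table S2 for day 1, DESeq2 called 0 in the direction of the table and 34 in the opposite one, in each cultivar. The paper's number of genes down-regulated in both cultivars at day 1 is 115, and the value here is 0, and no alternative set before the data were examined comes within 1.5 times. The paper's value lies within 1.5 times of settings chosen after seeing the values, with the entries they drop in parentheses, DESeq2 in 1 fit over the 30 libraries (110, 705 of 828 dropped). The paper's number of genes up-regulated in both cultivars at day 4 is 20, and the value here is 0, and no alternative set before the data were examined comes within 1.5 times. The paper's number of genes down-regulated in both cultivars at day 4 is 96, and the value here is 0, and no alternative set before the data were examined comes within 1.5 times. The paper's value lies within 1.5 times of settings chosen after seeing the values, with the entries they drop in parentheses, DESeq2 in 1 fit over the 30 libraries (108, 705 of 828 dropped). The paper's number of genes up-regulated in both cultivars at day 7 is 2, and the value here is 0, and no alternative set before the data were examined comes within 1.5 times. The paper's number of genes down-regulated in both cultivars at day 7 is 1, and the value here is 0. The paper's value lies within 1.5 times of that of library weights (1), edgeR (1) and leaving out uninoculated susceptible replicate 3 of day 7 (1) and of no other alternative set before the data were examined. The paper's value lies within 1.5 times of settings chosen after seeing the values, with the entries they drop in parentheses, edgeR with TMM factors from the reads (1, 828 of 828 dropped) and DESeq2 in 1 fit over the 30 libraries (1, 705 of 828 dropped). The paper's number of genes up-regulated in the resistant cultivar alone at day 1 is 1244, and the value here is 0, and no alternative set before the data were examined comes within 1.5 times. The paper's number of genes down-regulated in the resistant cultivar alone at day 1 is 643, and the value here is 0, and no alternative set before the data were examined comes within 1.5 times. The paper's number of genes called in the resistant cultivar alone at day 4 is 884, and the value here is 5, and no alternative set before the data were examined comes within 1.5 times. The paper's value lies within 1.5 times of settings chosen after seeing the values, with the entries they drop in parentheses, DESeq2 in 1 fit over the 30 libraries (752, 705 of 828 dropped). The paper's number of genes called in the resistant cultivar alone at day 7 is 330, and the value here is 605. The paper's value lies within 1.5 times of that of a pseudocount of 8 (369), no filter on low values (374), library weights (461), edgeR (414), the replicate number as a block (302), leaving out uninoculated susceptible replicate 1 of day 7 (224), leaving out uninoculated susceptible replicate 2 of day 7 (344), leaving out inoculated susceptible replicate 1 of day 7 (250) and leaving out inoculated susceptible replicate 2 of day 7 (250) and of no other alternative set before the data were examined. The paper's value lies within 1.5 times of settings chosen after seeing the values, with the entries they drop in parentheses, edgeR with TMM factors from the reads (363, 828 of 828 dropped) and DESeq2 in 1 fit over the 30 libraries (233, 705 of 828 dropped). The paper's number of genes down-regulated in the susceptible cultivar alone at day 1 is 846, and the value here is 0, and no alternative set before the data were examined comes within 1.5 times. The paper's value lies within 1.5 times of settings chosen after seeing the values, with the entries they drop in parentheses, DESeq2 in 1 fit over the 30 libraries (634, 705 of 828 dropped). The paper's number of genes called on all 3 days in the resistant cultivar is 44, and the value here is 0, and no alternative set before the data were examined comes within 1.5 times. The paper's number of genes called at days 1 and 4 in the resistant cultivar is 286, and the value here is 0, and no alternative set before the data were examined comes within 1.5 times. The paper's value lies within 1.5 times of settings chosen after seeing the values, with the entries they drop in parentheses, DESeq2 in 1 fit over the 30 libraries (274, 705 of 828 dropped). The paper's number of genes up-regulated at days 1 and 4 in the resistant cultivar is 18, and the value here is 0, and no alternative set before the data were examined comes within 1.5 times. The paper's number of genes down-regulated at days 1 and 4 in the resistant cultivar is 89, and the value here is 0, and no alternative set before the data were examined comes within 1.5 times. The paper's number of genes down-regulated on all 3 days in the resistant cultivar is 11, and the value here is 0, and no alternative set before the data were examined comes within 1.5 times. The paper's number of genes on P9 with opposite directions at day 1 is 15, and the value here is 0. The paper's value lies within 1.5 times of that of DESeq2 (13) and of no other alternative set before the data were examined. Of the 15 genes of Table 1 for day 1, DESeq2 called 0 in the direction of the table and 4 in the opposite one, in each cultivar. The paper's value lies within 1.5 times of settings chosen after seeing the values, with the entries they drop in parentheses, DESeq2 in 1 fit over the 30 libraries (21, 705 of 828 dropped). The paper's number of genes on P9 with opposite directions at day 4 is 6, and the value here is 0, and no alternative set before the data were examined comes within 1.5 times. The paper's value lies within 1.5 times of settings chosen after seeing the values, with the entries they drop in parentheses, DESeq2 in 1 fit over the 30 libraries (5, 705 of 828 dropped). The paper's number of genes on P9 with opposite directions at day 7 is 1, and the value here is 0. The paper's value lies within 1.5 times of that of no filter on low values (1), edgeR (1), leaving out uninoculated resistant replicate 1 of day 7 (1), leaving out uninoculated resistant replicate 2 of day 7 (1) and leaving out uninoculated resistant replicate 3 of day 7 (1) and of no other alternative set before the data were examined. The paper's value lies within 1.5 times of settings chosen after seeing the values, with the entries they drop in parentheses, limma without the trend of the spread (1, 828 of 828 dropped), limma with a robust spread and no trend (1, 828 of 828 dropped), edgeR with TMM factors from the reads (1, 828 of 828 dropped), edgeR with TMM factors and all 35 libraries (1, 828 of 828 dropped) and DESeq2 in 1 fit over the 30 libraries (1, 705 of 828 dropped). The paper's number of genes on P9 between the inoculated cultivars at day 7 is 2, and the value here is 0. The paper's value lies within 1.5 times of that of no filter on low values (3) and of no other alternative set before the data were examined. The paper's value lies within 1.5 times of settings chosen after seeing the values, with the entries they drop in parentheses, limma with a robust spread and no trend (2, 828 of 828 dropped).

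The paper's number of genes on P9 higher in the inoculated resistant cultivar at day 1 is about 90 in Fig. 6, read by eye, and the value here is 0, and no alternative set before the data were examined comes within 1.5 times. The paper's number of genes on P9 lower in the inoculated resistant cultivar at day 1 is about 43 in Fig. 6, read by eye, and the value here is 0. The paper's value lies within 1.5 times of that of DESeq2 (40) and of no other alternative set before the data were examined. The paper's number of genes on P9 higher in the inoculated resistant cultivar at day 4 is about 34 in Fig. 6, read by eye, and the value here is 0. The paper's value lies within 1.5 times of that of leaving out inoculated resistant replicate 3 of day 4 (35) and of no other alternative set before the data were examined. The paper's number of genes on P9 lower in the inoculated resistant cultivar at day 4 is about 17 in Fig. 6, read by eye, and the value here is 0. The paper's value lies within 1.5 times of that of DESeq2 (13) and of no other alternative set before the data were examined. The paper's value lies within 1.5 times of settings chosen after seeing the values, with the entries they drop in parentheses, DESeq2 with size factors recomputed within the day (14, 801 of 828 dropped). The paper's number of up-regulated genes on P9 for resistant day 1 is about 70 in Fig. 7, read by eye, and the value here is 0, and no alternative set before the data were examined comes within 1.5 times. The paper's number of down-regulated genes on P9 for resistant day 1 is about 37 in Fig. 7, read by eye, and the value here is 0, and no alternative set before the data were examined comes within 1.5 times. The paper's number of up-regulated genes on P9 for susceptible day 1 is about 11 in Fig. 7, read by eye, and the value here is 0, and no alternative set before the data were examined comes within 1.5 times. The paper's number of down-regulated genes on P9 for susceptible day 1 is about 57 in Fig. 7, read by eye, and the value here is 0, and no alternative set before the data were examined comes within 1.5 times. The paper's value lies within 1.5 times of settings chosen after seeing the values, with the entries they drop in parentheses, DESeq2 in 1 fit over the 30 libraries (42, 705 of 828 dropped). The paper's number of up-regulated genes on P9 for resistant day 7 is about 4 in Fig. 7, read by eye, and the value here is 37, and no alternative set before the data were examined comes within 1.5 times. The paper's number of down-regulated genes on P9 for resistant day 7 is about 17 in Fig. 7, read by eye, and the value here is 2, and no alternative set before the data were examined comes within 1.5 times. The paper's value lies within 1.5 times of settings chosen after seeing the values, with the entries they drop in parentheses, DESeq2 with size factors recomputed within the day (16, 801 of 828 dropped). The paper's number of up-regulated genes for susceptible day 7 is about 78 in Fig. 3, read by eye, and the value here is 2. The paper's value lies within 1.5 times of that of library weights (60) and of no other alternative set before the data were examined. The paper's value lies within 1.5 times of settings chosen after seeing the values, with the entries they drop in parentheses, DESeq2 with size factors recomputed within the day (66, 801 of 828 dropped) and DESeq2 on only the 2 groups compared with recomputed size factors (97, 794 of 828 dropped). The paper's number of down-regulated genes for susceptible day 7 is about 44 in Fig. 3, read by eye, and the value here is 4. The paper's value lies within 1.5 times of that of only the 2 groups compared in the fit (50) and library weights (46) and of no other alternative set before the data were examined. The paper's value lies within 1.5 times of settings chosen after seeing the values, with the entries they drop in parentheses, DESeq2 in 1 fit over the 30 libraries with recomputed size factors (38, 696 of 828 dropped), DESeq2 in 1 fit over all 35 libraries (54, 689 of 828 dropped), DESeq2 in 1 fit without inoculated resistant replicate 1 of day 4 (64, 641 of 828 dropped), DESeq2 in 1 fit without that replicate and the 2 excluded libraries of day 1 (55, 682 of 828 dropped), DESeq2 in 1 fit without the 2 excluded libraries of day 1 (53, 700 of 828 dropped), DESeq2 in 1 fit without the 2 excluded libraries of day 4 (47, 654 of 828 dropped), DESeq2 in 1 fit without the excluded library of day 7 (44, 696 of 828 dropped) and DESeq2 at its default filter level (66, 797 of 828 dropped). The paper's number of up-regulated genes on P9 for resistant day 4 is about 4 in Fig. 7, read by eye, and the value here is 0, and no alternative set before the data were examined comes within 1.5 times. The paper's number of down-regulated genes on P9 for resistant day 4 is about 56 in Fig. 7, read by eye, and the value here is 0, and no alternative set before the data were examined comes within 1.5 times. The paper's value lies within 1.5 times of settings chosen after seeing the values, with the entries they drop in parentheses, DESeq2 in 1 fit over the 30 libraries (52, 705 of 828 dropped). The paper's number of up-regulated genes on P9 for susceptible day 4 is about 16 in Fig. 7, read by eye, and the value here is 0, and no alternative set before the data were examined comes within 1.5 times. The paper's number of down-regulated genes on P9 for susceptible day 4 is about 25 in Fig. 7, read by eye, and the value here is 0. The paper's value lies within 1.5 times of that of leaving out uninoculated susceptible replicate 3 of day 4 (18) and of no other alternative set before the data were examined. The paper's number of up-regulated genes on P9 for susceptible day 7 is about 3 in Fig. 7, read by eye, and the value here is 0. The paper's value lies within 1.5 times of that of no filter on low values (3) and library weights (2) and of no other alternative set before the data were examined. The paper's value lies within 1.5 times of settings chosen after seeing the values, with the entries they drop in parentheses, DESeq2 with size factors recomputed within the day (2, 801 of 828 dropped).

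The paper's value for CA09g17010 resistant day 1 is 48.07, and the log2 fold change here is -4.49, and every alternative set before the data were examined differs too. The paper's value for CA09g17010 susceptible day 1 is -39.53, and the log2 fold change here is 0.52, and every alternative set before the data were examined differs too. The paper's value for CA09g17960 resistant day 7 is -18.13, and the log2 fold change here is 3.42, and every alternative set before the data were examined differs too. The paper's value for CA09g17960 susceptible day 7 is 33, and the log2 fold change here is -3.20, and every alternative set before the data were examined differs too.

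The paper's shares of up-regulated genes for day 1 are 63% in the resistant and 21% in the susceptible cultivar, where limma called 0 genes. The paper's share for the resistant cultivar is not within 1.5 times of any setting. The paper's share for the susceptible cultivar is within 1.5 times of limma on leaving out uninoculated susceptible replicate 3 of day 1 (30.6%), and of DESeq2 with size factors recomputed within the day (15.4%, 801 of 828 dropped), which was chosen after seeing the values.

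Over the 828 entries of the tables, the mean normalized count of the kept libraries differs in the direction of the table in 0 of 270 for resistant day 1, 224 of 224 for resistant day 4, 0 of 17 for resistant day 7, 5 of 189 for susceptible day 1, 0 of 124 for susceptible day 4 and 0 of 4 for susceptible day 7. Taken over all 35 libraries, 273 have the direction of the table and 555 the opposite one. The paper describes most called genes of the resistant cultivar as up-regulated at day 1 and down-regulated at day 7, and most of the susceptible cultivar as down-regulated at day 1. For resistant day 7, 555 genes were higher and 50 lower by limma, and with the direction exchanged the share higher is 8.26%. For day 1, DESeq2 called 160 of 490 genes higher in the resistant and 598 of 783 in the susceptible cultivar, and with the direction exchanged the shares are 67.3% and 23.6%. With size factors recomputed within the day, chosen after seeing the values, DESeq2 called 19 of 65 genes higher in the resistant and 18 of 117 in the susceptible cultivar, and with the direction exchanged the shares are 70.8% and 84.6%, while the susceptible share as called (15.4%) is nearer the paper's 21%. On P9 at day 1, DESeq2 with the deposited size factors called 4 genes higher and 22 lower in the resistant and 40 higher and 10 lower in the susceptible cultivar. With the direction exchanged, 22 of the resistant genes are higher on P9 (84.6%) against 308 higher and 156 lower on the other chromosomes (two-sided Fisher's exact test, p = 0.0556), which is the side that the paper states for P9, and 10 higher and 40 lower susceptible genes are within 1.5 times of about 11 and about 57 in Fig. 7, read by eye. For day 4 the DESeq2 calls of the resistant cultivar, 16 of 216 higher, have the direction that the paper states. The paper has the number of called genes highest at day 1 and falling afterwards. It was 0, 5 and 605 by limma and 490, 216 and 1588 by DESeq2 in the resistant cultivar, and 0, 2 and 6 by limma in the susceptible cultivar, where DESeq2 gave the order of the paper with 783, 145 and 103. DESeq2 in 1 fit over the 30 libraries, chosen after seeing the values, gave the order of the paper in both, with 2379, 867 and 234 in the resistant and 1858, 733 and 32 in the susceptible cultivar. The other settings with DESeq2 in 1 fit, with recomputed size factors or other libraries left out, gave that order in both cultivars too, for example 2766, 1177 and 318 and 2401, 978 and 50 with recomputed size factors over the 30 libraries, and 3443, 768 and 317 and 2080, 1316 and 73 over all 35 libraries.

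Of the 27 entries of Table S5 for the resistant cultivar, 9 carry a positive and 18 a negative value, while the text of the paper has most of them up-regulated; by the deposited values 9 are higher and 18 lower with nematodes. The paper has most of the 16 susceptible entries down-regulated, and 13 are higher and 3 lower by the deposited values. The paper has CA09g17050 up-regulated in the resistant cultivar, while Table S5 lists it for susceptible day 1. CA09g17050 has 0 reads in the kept resistant libraries of day 1, and a log2 fold change of 2.04 (adjusted p = 0.275 from limma) at day 7, in the direction that the paper states. For CA09g16930, which the paper has down-regulated in the susceptible cultivar, the log2 fold change is 2.29 at day 1. The paper has CA04g14230 up-regulated in the resistant and down-regulated in the susceptible cultivar, and the values of CA04g14230 are -1.07 and -1.96, the second in the direction that the paper states. The paper has CA09g17960 down-regulated on all 3 days in the resistant cultivar, and the log2 fold changes of CA09g17960 are 3.76, -2.42 and 3.42 at days 1, 4 and 7, the second in the direction that the paper states.

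The paper heads the values of Tables 1 and S5 as fold changes, yet some are negative. They were read as log2 fold changes, but a signed fold (minus the inverse ratio for a decrease) would hold negative values as well, and the text of the paper calls 33 for CA09g17960 a fold. Put on the log2 scale as signed folds, 0 of the 75 values lie within 0.05 of limma over the kept libraries or of DESeq2 with the deposited size factors, as printed or with the sign changed. With either reading the values for CA09g17010 and CA09g17960 above keep a sign opposite to that of limma over the kept libraries. Read as log2 fold changes, 0 of the 75 lie within 0.05 of limma. For DESeq2, 1 does as printed and 9 do with the sign changed, and for edgeR 0 and 1. Among settings chosen after seeing the values, as printed, with the sign changed and with the entries dropped of 828, these were 0, 1 and 828 for edgeR with TMM factors and all 35 libraries, 0, 2 and 801 for DESeq2 with size factors recomputed within the day, 1, 6 and 705 for DESeq2 in 1 fit over the 30 libraries, 1, 5 and 696 for DESeq2 in 1 fit over the 30 libraries with recomputed size factors, 0, 1 and 689 for DESeq2 in 1 fit over all 35 libraries, 1, 4 and 794 for DESeq2 on only the 2 groups compared with recomputed size factors, 0, 1 and 808 for DESeq2 on each day of all 35 libraries, 1, 1 and 641 for DESeq2 in 1 fit without inoculated resistant replicate 1 of day 4, 1, 5 and 682 for DESeq2 in 1 fit without that replicate and the 2 excluded libraries of day 1, 0, 4 and 700 for DESeq2 in 1 fit without the 2 excluded libraries of day 1, 1, 2 and 654 for DESeq2 in 1 fit without the 2 excluded libraries of day 4, 0, 2 and 696 for DESeq2 in 1 fit without the excluded library of day 7 and 1, 9 and 797 for DESeq2 at its default filter level. The paper gives 20 genes up-regulated in both cultivars at day 4 in its text and 19 in Table S2.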

Other observations

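Chosen only after the result was seen were the tests of the scaling at day 7, of the share of mapped reads in the uninoculated resistant libraries of day 7, of exchanged columns and of the genes at an equal number of reads.

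For resistant day 7, 605 genes were called by limma and 555 of them were higher with nematodes. Thinning the 6 resistant libraries to 1742865 reads without CA10g00620 left a median of 536 calls (533 to 553 in 5 draws, 91.6% higher), which argues against a difference in depth as the whole cause. The scaling of the deposited values is argued against as well, since size factors recomputed from the libraries of day 7 gave 624 calls (89.9% higher). At 30000 reads outside CA10g00620 the uninoculated resistant libraries had 6506 to 7056 genes and the other 8 kept libraries 7411 to 8078. Fewer distinct molecules in these libraries stay open, since thinning cannot bring back molecules that a library lacks. The groups also shared 1 spread, although uninoculated resistant libraries lay 2.48 to 2.57 from their replicates and inoculated ones 1.16 to 1.53. Chance cannot be excluded with 3 libraries against 3, since the real split was 1 of only 10, although the other splits gave 0 calls. A processing of the 3 uninoculated resistant libraries apart from the others stays open. The table holds 20.7% to 31.7% of their mapped reads of Table S1 and 78.8% to 138% of those of the other 8. Over all days, Table S1 lists 22993811 to 24072169 sequences for uninoculated and 12326772 to 16274318 for inoculated resistant libraries. The same thus stays open for the resistant cultivar at days 1 and 4. Such a processing cannot be told apart from an effect of the nematodes, as the 3 libraries are the whole group. An effect of the nematodes stays open too, as untested against it. So does an exchange of the inoculated and uninoculated columns, taken up below, which would turn the direction of these calls. The count was 415 by edgeR, 1588 by DESeq2, 26 over all 35 libraries and 2 in a fit on the 6 resistant libraries alone, and with single libraries left out it was 1434, 1050 and 1725 without uninoculated resistant replicates 1, 2 and 3, 193, 11 and 7 without inoculated resistant replicates 1, 2 and 3, 224, 344 and 180 without uninoculated susceptible replicates 1, 2 and 3 and 250 without inoculated susceptible replicate 1 or 2.

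For the resistant cultivar limma called 605 genes at day 7 and 0 at day 1, with 140 and 242 higher and lower at an unadjusted p under 0.05 at day 1. Fewer reads in the resistant libraries alone are argued against as the whole cause by thinning those of day 7. At 615906 reads, the median of the 4 kept resistant libraries of day 1, a median of 508 genes was called (469 to 525). The susceptible libraries in that fit kept at least 4288692 reads without CA10g00620. A depth like that of day 1 in all 4 groups was not tested. The smaller groups of day 1 are argued against by keeping 2 of 3 libraries in both resistant groups of day 7, with a median of 427 calls over 9 choices (196 to 1395). The larger spread between the replicates of day 1 stays open. On simulated reads with the depth and group sizes of resistant day 1, limma called 0% of the changed genes at the estimated spread (median dispersion 8.31) and 56% at a dispersion of 0.05. An effect of nematodes that is stronger at day 7 stays open too, as untested. The count of day 1 was 0 by edgeR and 490 by DESeq2, and limma called 2560 and 356 without uninoculated resistant replicates 1 and 2 and 429 without inoculated resistant replicate 3 at day 1. At day 7 the count was 1434, 1050 and 1725 without uninoculated resistant replicates 1, 2 and 3, 193, 11 and 7 without inoculated resistant replicates 1, 2 and 3, 224, 344 and 180 without uninoculated susceptible replicates 1, 2 and 3 and 250 without inoculated susceptible replicate 1 or 2.

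The entries in Tables 1, S2, S4 and S5 have the sign opposite to the deposited values in nearly all entries of 5 of the 6 comparisons of cultivar and day, and the sign of the deposited values at resistant day 4. An exchange of the inoculated and uninoculated columns of the deposited table was tested in these 5. The distances between replicates argue against it at susceptible days 4 and 7, and at resistant day 1, where the column totals below go the other way. Of the 4 libraries of these 5 comparisons that the paper removed for their distance from their replicates, 3 lie under their own code the farthest from their group among the libraries of their cultivar and day (distances of 5.37, 3.64 and 3.24, against at most 3.17, 3.03 and 1.29 in the group of the other treatment), where an exchange would put them under the other treatment. At susceptible day 1 the removed library is not the farthest, and at resistant day 7 none was removed. For all 5 comparisons the column totals were set against the mapped reads of Table S1, as inoculated minus uninoculated on the log2 scale. They lay closer to the reads of their own treatment in 3 and of the exchanged one in 2. These 2 were resistant day 1 (0.142 against -1.93 in Table S1) and resistant day 7. At resistant day 1 the totals and the distances disagree, so an exchange stays open there. At resistant day 7 and susceptible day 1 an exchange cannot be told apart from columns in their own place. The totals cannot decide it, because the recovered reads are 0.0482 to 6.91 times the mapped reads of Table S1. For a subtraction in the other direction in the tables of the paper, only the values with the sign changed and the exchanged shares above were tallied. DESeq2 with the deposited size factors gave 9 of 75 values within 0.05 with the sign changed and 1 as printed. Such tallies cannot tell this apart from exchanged columns. No biological explanation was tested.

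Fewer genes had reads in the kept libraries of days 1 and 4. At 30000 reads outside CA10g00620, kept libraries of day 1 had 1970 to 7462 genes (median 4275, n = 9), those of day 4 3798 to 8020 (median 6706, n = 10) and those of day 7 6506 to 8078 (median 7828, n = 11). Depth alone is argued against by exact permutation tests against day 7, two-sided, with p = 5.95e-05 for day 1 and p = 0.00339 for day 4. In 9 of 9 kept libraries of day 1 and 9 of 10 of day 4 the number lay under the median of day 7. Among the libraries that the paper left out, uninoculated resistant replicate 3 of day 1 had 10537 genes, more than any library of day 7, and inoculated susceptible replicate 3 of day 7 had 4884. Over all 35 libraries, chosen after the others, the exact permutation tests, two-sided, gave p = 0.00427 for day 1 and p = 0.0121 for day 4. Open and untested are fewer distinct molecules per library before amplification, RNA quality, the age of the plants and the time after inoculation.

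Over the uninoculated libraries of all days, limma with day as a covariate called 0 genes between the cultivars, with 532 higher and 485 lower in the resistant one at an unadjusted p under 0.05. The edgeR test called 37 genes and DESeq2 called 286. With library weights limma called 12, without uninoculated resistant replicate 1 of day 1 it called 1, and without uninoculated susceptible replicate 1 of day 1 it called 5. A chromosome segment kept from the donor on P9 was tested by the share of called genes. By edgeR, 4 of 1246 genes on P9 and 33 of 20069 on the other chromosomes were called (odds ratio 1.96, two-sided Fisher's exact test, p = 0.168). By DESeq2 there were 20 of 1246 and 266 of 20069 (odds ratio 1.21, two-sided Fisher's exact test, p = 0.375). Such a segment cannot be told apart from none, with 4 genes called on P9. Genes are not independent replicates in this test. With 0 calls in the real split, the 100 splits within days that were run cannot show whether chance is excluded.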
